# Chromatin accessibility and regulatory vocabulary across indicine cattle tissues

**DOI:** 10.1186/s13059-021-02489-7

**Published:** 2021-09-21

**Authors:** Pâmela A. Alexandre, Marina Naval-Sánchez, Moira Menzies, Loan T. Nguyen, Laercio R. Porto-Neto, Marina R. S. Fortes, Antonio Reverter

**Keywords:** *Bos indicus*, ATAC-seq, Motif discovery, Open chromatin region

## Abstract

**Background:**

Spatiotemporal changes in the chromatin accessibility landscape are essential to cell differentiation, development, health, and disease. The quest of identifying regulatory elements in open chromatin regions across different tissues and developmental stages is led by large international collaborative efforts mostly focusing on model organisms, such as ENCODE. Recently, the Functional Annotation of Animal Genomes (FAANG) has been established to unravel the regulatory elements in non-model organisms, including cattle. Now, we can transition from prediction to validation by experimentally identifying the regulatory elements in tropical indicine cattle. The identification of regulatory elements, their annotation and comparison with the taurine counterpart, holds high promise to link regulatory regions to adaptability traits and improve animal productivity and welfare.

**Results:**

We generate open chromatin profiles for liver, muscle, and hypothalamus of indicine cattle through ATAC-seq. Using robust methods for motif discovery, motif enrichment and transcription factor binding sites, we identify potential master regulators of the epigenomic profile in these three tissues, namely HNF4, MEF2, and SOX factors, respectively. Integration with transcriptomic data allows us to confirm some of their target genes. Finally, by comparing our results with Bos taurus data we identify potential indicine-specific open chromatin regions and overlaps with indicine selective sweeps.

**Conclusions:**

Our findings provide insights into the identification and analysis of regulatory elements in non-model organisms, the evolution of regulatory elements within two cattle subspecies as well as having an immediate impact on the animal genetics community in particular for a relevant productive species such as tropical cattle.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-021-02489-7.

## Background

Chromatin is a complex of DNA and proteins (nucleosomes) found in the nucleus of eukaryotic cells. The non-uniform topological organization of nucleosomes across the genome, as well as their post-translational modifications, reflects a dynamic process that controls chromatin accessibility, switching between transcriptionally active euchromatin and inactive heterochromatin [1]. The landscape of chromatin accessibility regulates the degree to which nuclear macromolecules can bind the double helix, thus affecting transcription, DNA repair, replication, and recombination [2]. Nucleosomes are known to be depleted at regulatory loci, including enhancers, insulators, and transcribed gene bodies, making binding sites available to transcription factors (TFs) and the transcription machinery [3]. These epigenetic changes are instrumental to cell differentiation, environmental signaling, and disease development. The quest of identifying regulatory elements in open chromatin regions across different tissues and developmental stages is led by large international consortia mostly focussing on model organisms, such as the Encyclopedia of DNA Elements (ENCODE) in humans [4, 5], the mouseENCODE for mouse [6] and the modENCODE for fruitfly and *C. elegans* [7, 8].

Recently, the Functional Annotation of Animal Genomes (FAANG [9]) and its counterpart, Functional Annotation of All Salmonid Genomes (FAASG [10]), have been established with the aim to unravel the regulatory elements in non-model organisms, including chicken, pig, cattle, ovine, and aquaculture species. In this context, our group has contributed the first draft of cattle and sheep functional regulatory regions based on the identification of orthologous regulatory regions [11, 12] from human and mouse [4, 6, 13]. However, particularly in cattle, the possibility of investigating chromatin accessibility sheds light on the expected differences between the two subspecies, *Bos taurus indicus* and *Bos taurus taurus* [14, 15]. Indicine (or zebu) breeds (*B. indicus*) are highly adapted to tropical environments, including resistance to disease and parasites, heat stress, and severe drought conditions. Considering more than half of livestock heads are found in tropical and subtropical environments [16], understanding and selecting animals for adaptability traits is of high economic and welfare relevance. The functional genomic basis of climatic adaptation in beef cattle is not well understood, and resolving tissue-specific deployment of regulatory activity directed by small sequences is paramount.

In the quest of detecting chromatin accessibility, the Assay of Transposase Accessible Chromatin sequencing (ATAC-seq) has become increasingly popular [1]. The libraries for ATAC-seq are constructed by incorporating a hyperactive Tn5 transposase that simultaneously cuts open chromatin on both ends, leaving a 9 bp staggered nick. Then, high-throughput sequencing adapters are ligated to these regions [17]. PCR is used for library construction, followed by paired-end next-generation sequencing. This simple and fast protocol, paired with its high sensitivity and low requirement for starting cell number, are the reasons for the popularity of this assay [1]. Recently, ATAC-seq data has been used to annotate and compare domesticated farm animals, namely bovine (*B. taurus*), chicken, goat, and pig [18, 19]. Here, we generated open chromatin profiles for three tissues (liver, muscle, and hypothalamus) of tropical cattle (*B. t. indicus*) through ATAC-seq. The liver was chosen for being a central organ of metabolism, including bilirubin, bile acids, carbohydrates, lipids, xenobiotics, protein synthesis, and immunity [20]. Similarly, the hypothalamus is a representative of the neuroendocrine system involved in the regulation of several body processes, such as stress reaction, digestion, immunity, behavior, sexual behavior, and energy storage and expenditure. Finally, the skeletal muscle was chosen for being the ultimate focus for beef cattle production.

Using several bioinformatics approaches, such as motif discovery, as well as publicly available datasets, we aimed to functionally characterize regulatory elements in indicine tissues as well as their underlying regulatory code. That is the combination of transcription factor binding sites (TFBS) that govern the spatiotemporal regulatory activity and gene expression. This improved knowledge of regulatory annotation sheds high promise in linking sequence to phenotype and posing new questions on our current understanding of productive traits of agricultural relevance.

## Results

### Regulatory landscapes across three tissues in tropical cattle

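The assay for transposase-accessible chromatin with sequencing (ATAC-seq) cuts open DNA with the Tn5 transposase and sequences the fragments between the cuts. Libraries were made from hypothalamus, muscle, and liver of the same 3 heifers (2047, 2054, and 2057), giving 3 libraries per tissue and 9 libraries in all. The authors aligned the reads to ARS-UCD1.2 with HISAT2, allowing multiple alignments per read, and called peaks with Genrich, which counts a read with several alignments as a fraction at each place. Genrich analyzed the 3 heifers of a tissue separately and combined their p values at each position by Fisher's method, so the deposited data are 1 consensus peak list per tissue. Each peak has a position, an area under the curve (AUC), which is the signal value of the peak caller, and the −log10 p at its summit. Both values are the authors' and were not scaled between lists. The lowest AUC was 200.0 in every list, and the lowest summit −log10 p was 2.86 in hypothalamus, 2.77 in muscle, and 2.77 in liver. The lists hold no value for a single heifer, so the tissues were not tested against each other. Shares are given with Wilson 95% intervals, which cover counting error only. Overlaps between lists were computed again with bedtools, with 1 bp of overlap counted as shared. Genomic features and nearest genes are the authors' ChIPseeker annotation, joined to the deposited peaks by name and analyzed for the first chromosomes only. That part covers chromosome 1 up to 97.0 Mb with 1884 hypothalamus peaks and chromosomes 1 and 2 up to 72.6 Mb of the latter with 1885 muscle peaks. For liver it covers chromosomes 1 to 4 up to 113 Mb of the last with 1947 peaks, and for constitutive regions chromosomes 1 to 5 up to 109 Mb of the last with 1999 regions.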

To annotate regulatory elements in tropical cattle, we generated ATAC-seq data from liver, hypothalamus, and muscle of three post-puberty Brahman heifers [21–23]. After quality control, samples resulted in an average of 82,988,361 uniquely mapped reads (Additional file 1), in agreement with the quality standards determined by ENCODE ATAC-seq pipeline [24].

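The count per library whose mean over the 9 libraries is 82988361 ± 20637815 (SD) is the number of properly paired reads. These reads numbered 65945688 to 103113704 (median 74715678) in hypothalamus, 58817506 to 111745338 (median 64765888) in muscle, and 67166528 to 105292640 (median 95332276) in liver. The means were 81258357 ± 19428596 (SD, n = 3) in hypothalamus, 78442911 ± 28993699 (SD, n = 3) in muscle, and 89263815 ± 19774220 (SD, n = 3) in liver, so the tissues differed by less than the spread between heifers. Secondary alignments, which are further placements of the same read, made up 24.3% ± 2.98 (SD, n = 3) of the mapped alignments in hypothalamus, 32.0% ± 1.90 (SD, n = 3) in muscle, and 34.0% ± 1.98 (SD, n = 3) in liver. Mitochondrial reads made up 7.77% ± 4.94 (SD, n = 3) in hypothalamus, 1.37% ± 0.159 (SD, n = 3) in muscle, and 2.39% ± 0.649 (SD, n = 3) in liver.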

Open chromatin regions were identified through consensus peaks across biological replicates in each tissue, resulting in 78,528 peaks for hypothalamus, 40,104 peaks for muscle, and 22,291 peaks for liver (Additional files 2-4); covering 2.41%, 0.98%, and 0.52% of the genome, respectively (Additional file 5). 

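Chromosomes 1 to 29 and X carried 71028 of the hypothalamus peaks (90.4%, 95% interval 90.2 to 90.7), 30483 of the muscle peaks (76.0%, 75.6 to 76.4), and 12063 of the liver peaks (54.1%, 53.5 to 54.8). The peaks on unplaced sequences numbered 7500 in hypothalamus, 9621 in muscle, and 10228 in liver. The peaks covered 65.6 Mb in hypothalamus, 26.7 Mb in muscle, and 14.1 Mb in liver. Over the 2678.7 Mb spanned by the highest peak end on each sequence, which stood in for the length of the assembly and makes each share an upper bound, this came to 2.45%, 0.998%, and 0.528%. Over chromosomes 1 to 29 and X alone the shares were 2.32%, 0.781%, and 0.284%. In proportion, the number of peaks moved most in liver when only peaks with a summit −log10 p of at least 5, a limit chosen after seeing the data, were kept, which left 11500 peaks.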

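Peak length was widely spread within each list, with an SD of 902 bp over the hypothalamus peaks, 876 bp over the muscle peaks, and 1129 bp over the liver peaks. The median lengths were 543 bp, 482 bp, and 431 bp in the same order. The 95% interval of the mean length, from its standard error over peaks, was 829.5 to 842.1 bp in hypothalamus, 658.3 to 675.4 bp in muscle, and 620.0 to 649.6 bp in liver. With the same number of peaks kept in each tissue, the strongest 22291 by summit −log10 p, the mean rose to 1642 bp in hypothalamus and 838 bp in muscle.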

The average peak length was 836 bp, 667 bp, and 635 bp for hypothalamus, muscle, and liver, respectively (Table 1).

**Table 1:** Peak calling metrics

	Total peaks identified	Consensus peaks (P < 0.01)	Average peak length (bp)	Peaks on chr1-29 and X	Proportion of peaks near TSS (±3Kb, %)
Hypothalamus	212,636,473	78,528	836	71,028	18.07
Liver	285,783,943	22,291	635	12,063	50.54
Muscle	248,240,326	40,104	667	30,483	30.95
Hypothalamus-specific	-	53,289	630	53,103	9.08
Liver-specific	-	2213	361	938	9.49
Muscle-specific	-	11,439	474	10,976	7.56
Constitutive	-	11,983	578	9803	59.37

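Peaks lay near a transcription start site (TSS) more often than the same peaks placed at random on the annotated part of the chromosomes. In hypothalamus, a mean of 2.00% of the randomly placed peaks fell within 3 kb of a TSS over 100 placements (range 1.06% to 2.87%), and the observed share was 6.99 times that mean. In muscle the random mean was 1.78% (range 1.11% to 2.60%) and the observed share was 14.2 times as high. In liver the random mean was 1.88% (range 1.23% to 2.77%) and the observed share was 27.6 times as high. The TSS positions were those named in the authors' annotation of any of the lists, 299 in the hypothalamus part, 654 in the muscle part, and 1498 in the liver part. A TSS that is nearest to no peak is missing from these, which lowers the random share, so the ratios are upper bounds.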

A signal of good quality in ATAC-seq data is to present enrichment for transcription start sites (TSS), which can be seen in Fig. 1A. However, open chromatin regions can be mapped into different functional categories, including gene bodies, promoters, and distal regulatory elements (Fig. 1B). 

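In the annotated part of the hypothalamus list, 57.9% of peaks (95% interval 55.7 to 60.1) were distal intergenic, 24.0% (22.1 to 26.0) intronic, and 14.0% (12.5 to 15.7) in promoters, defined as within 3 kb of a TSS. In muscle, 54.5% (52.2 to 56.7) were distal intergenic, 25.3% (23.4 to 27.3) in promoters, and 18.2% (16.5 to 20.0) intronic. In liver, 51.8% (49.6 to 54.0) were in promoters, 40.8% (38.6 to 43.0) distal intergenic, and 5.14% (4.24 to 6.21) intronic. Exons held 2.49%, 1.11%, and 0.924% of peaks in hypothalamus, muscle, and liver, 3′ UTRs held 0.637%, 0.371%, and 0.257%, and 5′ UTRs held 0.0531%, 0%, and 0.103%. The annotated parts differ between tissues. On the hypothalamus part, which is on chromosome 1 and annotated in all of them, a setting chosen after seeing the data, the promoter share was 28.0% (24.8 to 31.5) of 689 muscle peaks and 40.9% (35.9 to 46.2) of 342 liver peaks, and the intervals of the 3 tissues did not overlap.

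**Figure D1:**
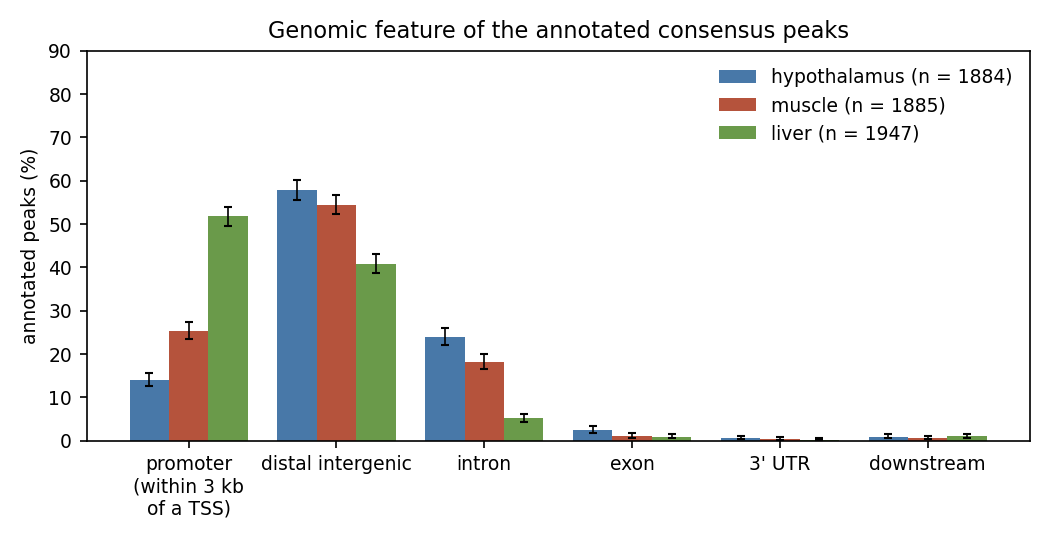
Percentage of annotated peaks (y axis) in each genomic feature (x axis) for hypothalamus (n = 1884 peaks), muscle (n = 1885), and liver (n = 1947). Error bars are Wilson 95% intervals. The promoter bars rise from 14.0% in hypothalamus to 51.8% in liver.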

Most of our called peaks fall within distal intergenic (41-55%), followed by promoter regions (18–50%). A small percentage of peaks fall within exons (0.8–3%) and untranslated regions (UTR, < 1%). Although peaks are assigned to the most representative genomic feature to allow for easy comparison across tissues, often the same peak can span multiple features, which was captured in Additional file 6. It is noteworthy that samples with a lower number of peaks present a higher percentage of peaks within Promoter/TSS regions. This behavior is also observed for the distribution of peaks in terms of distance to the TSS of the nearest gene (Fig. 1C).

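With only the strongest peaks by summit −log10 p kept in each tissue, as many as the liver list holds, the promoter share was 34.0% of 477 annotated hypothalamus peaks and 37.4% of 917 annotated muscle peaks, with the liver list unchanged. That number still left 20419 hypothalamus peaks and 15746 muscle peaks on chromosomes 1 to 29 and X against 12063 in liver. With the number on these chromosomes made equal, a setting chosen after seeing the data, the promoter share was 46.5% (95% interval 40.8 to 52.3) of 286 hypothalamus peaks and 43.2% (39.6 to 46.8) of 711 muscle peaks. On the part of chromosome 1 annotated in all tissues, also chosen after seeing the data, muscle had 38.2% of 364 peaks in promoters with the first number and 43.7% (38.2 to 49.4) of 295 with the second, against 40.9% of 342 liver peaks with either. The intervals of the 3 tissues overlapped there in both cases.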

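Peaks that cover a TSS made up 9.66% (95% interval 8.41 to 11.1) of annotated hypothalamus peaks, 19.1% (17.4 to 20.9) of muscle peaks, and 39.3% (37.1 to 41.5) of liver peaks. Peaks over 100 kb from the nearest TSS made up 35.4% (33.2 to 37.5) in hypothalamus, 38.0% (35.8 to 40.2) in muscle, and 19.8% (18.1 to 21.7) in liver. The median distance was 53.9 kb in hypothalamus, 55.6 kb in muscle, and 1.55 kb in liver.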

**Fig. 1:**
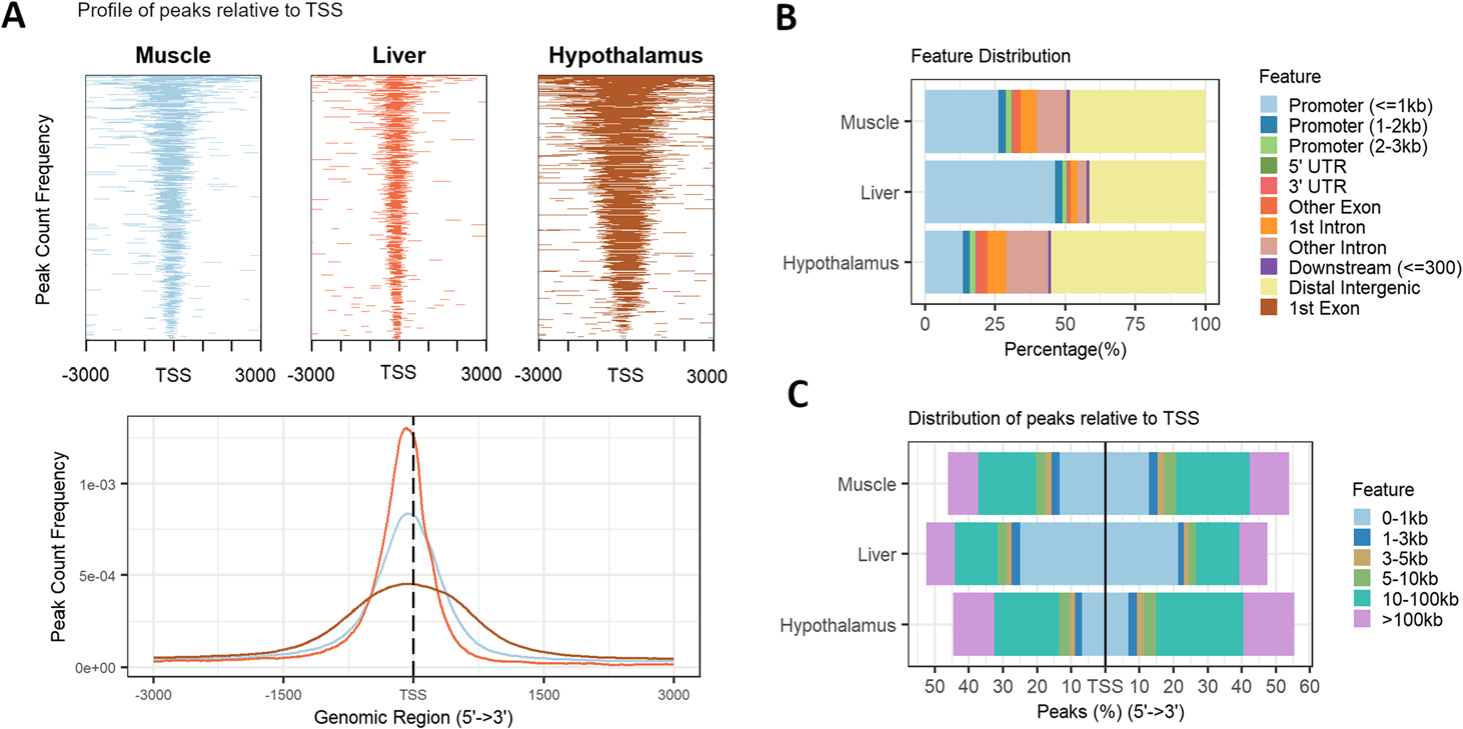
Comparison of ATAC-seq peaks across different tissues (considering chromosomes 1-29 and X). **A** Profile of peaks relative to transcription start sites (TSS), considering a ± 3 kb region, for individual tissues (top heatmap) and comparing tissue average profiles (bottom distribution). **B** Percentage of overlap between peaks and genomic features. **C** Percentage of peaks upstream and downstream from the TSS of their nearest genes

### Genome-wide differences in chromatin accessibility profiles across tissues

The identified peaks were compared between tissues and tissue-specific peaks were defined. Conversely, overlapping regions in all three tissues were considered constitutive. 

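A hypothalamus peak was also open in muscle in 31.2% of cases (24533 peaks) and in liver in 21.7% (17045 peaks). Muscle peaks overlapped a hypothalamus peak in 62.8% and a liver peak in 48.0% of cases, and liver peaks overlapped a hypothalamus peak in 74.9% and a muscle peak in 86.6%. Peaks with no overlap in either other tissue numbered 53289 in hypothalamus (67.9%), 11439 in muscle (28.5%), and 2213 in liver (9.93%). Of these, 186, 463, and 1275 lay on unplaced sequences. Intervals covered in all 3 tissues numbered 17118 when the lists were sorted by coordinate, 9803 of them on chromosomes 1 to 29 and X. Taken in the order of the deposited lists, a setting chosen after seeing the data, the number was 11983, with 9803 on these chromosomes and 2180 instead of 7315 on unplaced sequences. The number of tissue-specific peaks moved most in hypothalamus, to 10581, when the same number of peaks by AUC was kept in each tissue, and the 7241 liver-specific peaks then exceeded the 5880 muscle-specific peaks. The 3 regions with the highest lowest summit −log10 p over the tissues lie on unplaced sequences, with 48.5 in hypothalamus, 49.3 in muscle, and 46.8 in liver for the first, 47.1, 47.7, and 45.4 for the next, and 42.8, 44.0, and 42.0 for the last. On chromosomes 1 to 29 and X, where regions are named after their values were seen, the highest lies on chromosome 16 of ARS-UCD1.2 from 827672 to 829221, with 39.0 in hypothalamus, 32.6 in muscle, and 35.8 in liver. The next lie on chromosome 21 from 33024577 to 33026298 (30.3, 32.1, and 30.1) and on chromosome 27 from 6219468 to 6226226 (37.6, 31.1, and 27.4). The regions on chromosomes 16 and 27 lie in windows of 1 Mb where 90.2% and 82.6% of liver peaks are listed by the authors as having no overlapping peak in taurine cattle.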

We were able to identify 2213, 11,439, and 53,289 tissue-specific peaks for liver, muscle, and hypothalamus, respectively, and 11,983 constitutive regions (Additional files 2-4, 7). For the four subsets, an enrichment around TSS can still be seen (Fig. 2A). However, while more than half of constitutive regions lie in promoter regions and gene bodies, most tissue-specific peaks fall into intergenic and intronic regions (Fig. 2B).

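In the annotated parts, peaks within 3 kb of a TSS made up 6.32% (95% interval 5.20 to 7.67) of 1503 hypothalamus-specific peaks, 4.80% (3.55 to 6.44) of 855 muscle-specific peaks, and 10.1% (6.29 to 15.7) of 159 liver-specific peaks. These shares were 3.27, 2.74, and 5.88 times the means of randomly placed peaks, again as upper bounds. For liver-specific peaks the random placements reached up to 5.03%. Constitutive regions were within 3 kb of a TSS in 62.8% (60.7 to 64.9) of 1999 cases, 34.2 times the random mean, also an upper bound.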

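Promoters and gene bodies together held 67.5% (95% interval 65.4 to 69.6) of constitutive regions, 0.750% lay downstream of a gene, and distal intergenic regions held 31.7% (29.7 to 33.8). Intergenic and intronic regions together held 89.1% (87.4 to 90.6) of hypothalamus-specific, 93.0% (91.1 to 94.5) of muscle-specific, and 84.9% (78.5 to 89.6) of liver-specific peaks. Distal intergenic regions alone held 61.3%, 66.4%, and 77.99% of the tissue-specific peaks in the same order, and introns held 27.7%, 26.5%, and 6.92%. From the low promoter share of tissue-specific peaks and the higher share of constitutive regions, the paper proposes that tissue-specific functions are more finely regulated by long-range regulatory elements.

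**Figure D2:**
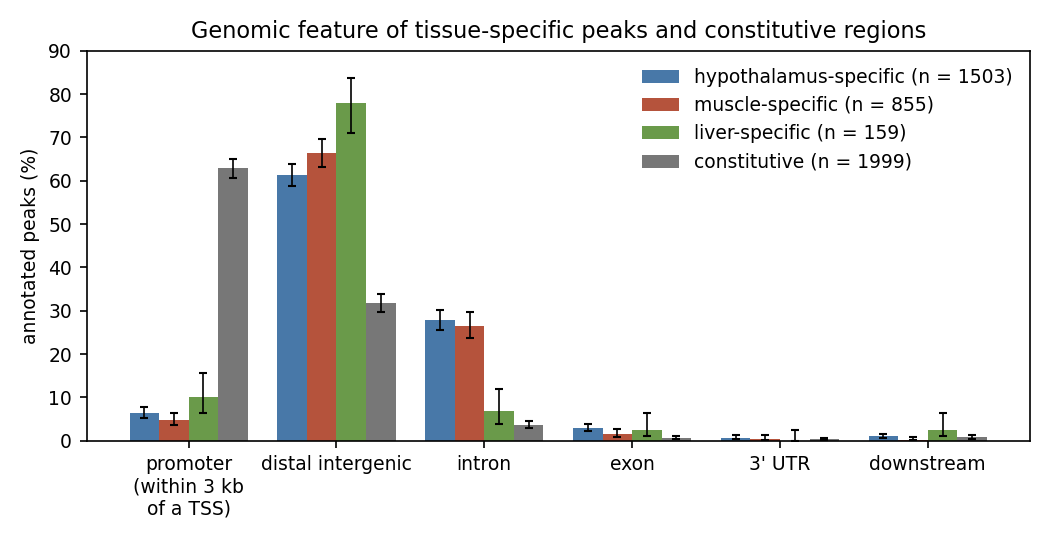
Percentage of annotated peaks (y axis) in each genomic feature (x axis) for hypothalamus-specific (n = 1503), muscle-specific (n = 855), and liver-specific peaks (n = 159) and constitutive regions (n = 1999). Error bars are Wilson 95% intervals. Constitutive regions have the tallest promoter bar, at 62.8%.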

**Fig. 2:**
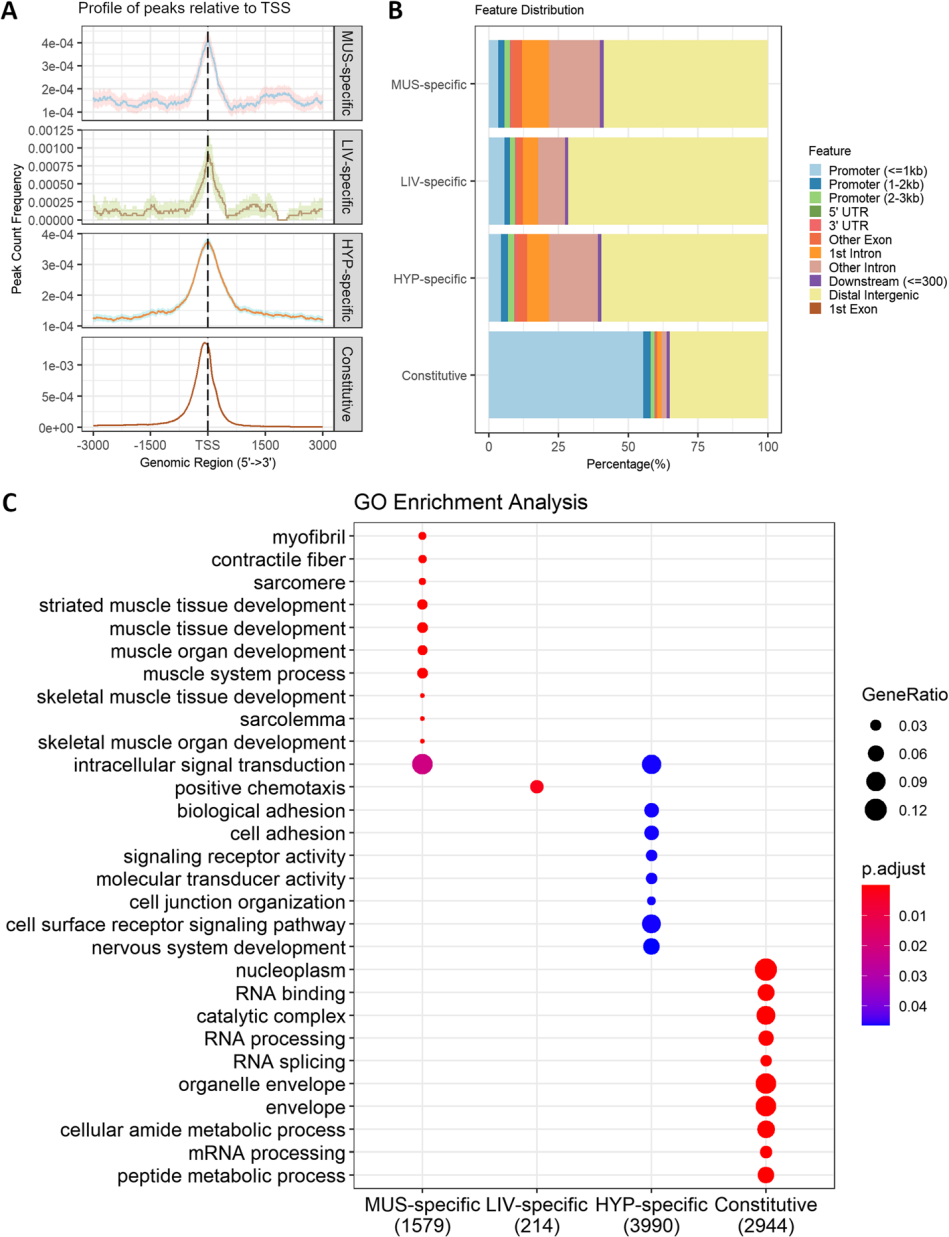
Comparison between tissue-specific (TS) peaks and constitutive regions for muscle (MUS), liver (LIV), and hypothalamus (HYP). **A** Profile of peaks relative to transcription start sites (TSS) considering a ± 3 kb region—confidence intervals were estimated by bootstrap method (500 iterations) and is shown as the shading that follows each curve. **B** Percentage of overlap between peaks and genomic features. **C** Functional enrichment of top 10 gene ontology (GO) terms for genes associated to peaks

Assigning peaks to genomic features invites relating those peaks to the nearest annotated gene and, therefore, identifying key biological functions associated with open chromatin regions (Fig. 2C, Additional file 8). Muscle-specific peaks were associated mostly with terms related to muscle tissue development (Padj = 2.13E−06) and muscle system process (Padj = 1.12E−05). 

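The authors' gene lists place 44 of 1579 genes nearest to muscle-specific peaks in muscle tissue development, which holds 71 of 5565 background genes, and the hypergeometric p computed again from these counts was 3.09e-09 before adjustment. For muscle system process the counts were 46 genes of the set and 79 of the background, with an unadjusted p of 2.27e-08. On the annotated part of chromosomes 1 and 2, 6 muscle-specific peaks belong to each term, with a median summit −log10 p of 5.00 and 5.02. The genes there, named after their values were seen, are CXADR, CHRNA1, and MSTN for muscle tissue development and P2RY1, SOD1, and CHRNA1 for muscle system process. The CXADR peak with the highest AUC lies on chromosome 1 of ARS-UCD1.2 from 19487689 to 19488371, in an intron, with a summit −log10 p of 8.00. The CHRNA1 peak lies on chromosome 2 from 22084093 to 22084422 and covers the TSS (summit −log10 p 5.59).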

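For hypothalamus-specific peaks, cell surface receptor signaling pathway held 340 of the 3990 nearest genes against 428 of the background genes, 8.52% against 7.69%, with an unadjusted hypergeometric p of 9.05e-05. Nervous system development held 261 genes of the set against 324 of the background, 6.54% against 5.82%, with an unadjusted p of 1.07e-04. On the annotated part of chromosome 1, 36 hypothalamus-specific peaks belong to the receptor signaling term, 30 of them distal intergenic, with a median summit −log10 p of 4.68. Nervous system development has 56 peaks there, 25 of them intronic and 30 distal intergenic, with a median of 5.28. Its 5 genes on that part, named after their values were seen, are APP with 17 peaks, ALCAM with 16, ARL6 with 12, SOD1 with 8, and IFT57 with 3. Peaks are assigned to the nearest gene, which can be far away. The ARL6 peak with the highest AUC has a distance to the TSS of −1035644 bp. For SOD1 and IFT57 the distances are −132466 bp and −120676 bp, while the ALCAM peak lies in an intron. The strongest APP peak lies in an intron on chromosome 1 of ARS-UCD1.2 from 10448255 to 10450276 and has a summit −log10 p of 19.5. The genes of the receptor signaling term on that part, also named after their values were seen, are ARL6, IFNAR1, IFNAR2, NFKBIZ, and IFT57.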

Hypothalamus presented enrichment for terms related to cell communication such as cell surface receptor signaling pathway (Padj = 0.04) and for nervous system development (Padj = 0.04). Liver only presented enrichment for positive chemotaxis (Padj = 1.10E−06) which might be related to the movement of immune-competent cells characteristics of this tissue. 

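The term held 9 of the 214 genes nearest to liver-specific peaks (4.21%) against 30 of the background genes (0.539%), and the hypergeometric p computed again from these counts, before adjustment, was 1.10e-06. None of the 159 annotated liver-specific peaks on chromosomes 1 to 4 was assigned to one of these 9 genes.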

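RNA processing held 162 of the 2944 genes nearest to constitutive regions against 223 of the background genes, with an unadjusted hypergeometric p of 5.93e-10. Translation held 170 genes of the set against 240 of the background (unadjusted p 5.34e-09), and protein catabolic process held 128 against 184 (unadjusted p 2.14e-06). On the annotated part, 41 of the 48 constitutive regions of RNA processing genes, 51 of the 58 of translation genes, and 28 of the 39 of protein catabolic process genes were in promoters.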

Finally, constitutive regions were mostly related to RNA processing (Padj = 5.93E−10), translation (Padj = 1.54E−06), and protein catabolic process (Padj = 1.14E−06).

### Motif discovery unravels master tissue-specific regulators

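Of the liver-specific peaks, 938 lay on chromosomes 1 to 29 and X. Over the whole list, their median summit −log10 p was 3.99 against 5.29 for liver peaks shared with another tissue, a difference of −1.30 (95% bootstrap interval −1.34 to −1.25), and none of 10000 random lists of the same size had so low a median. On these chromosomes alone the difference was −0.956. Their median length was 288 bp against 448 bp for shared peaks. A peak is specific when no peak was called at its place in the other lists, and a short peak has less chance of overlap. The random lists take neither point into account, so they do not show that tissue-specific sites are weaker. The liver-specific peaks with the largest AUC lie on chromosome 18 of ARS-UCD1.2 from 50134877 to 50138475 (AUC 4022, summit −log10 p 4.84), on chromosome 17 from 2848814 to 2850251 (AUC 2352, summit −log10 p 6.26), and on chromosome 7 from 68206528 to 68208102 (AUC 2273, summit −log10 p 4.88). The peak on chromosome 18 lies in a window of 1 Mb where 47.7% of liver peaks are listed by the authors as having no overlapping peak in taurine cattle.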

The 2213 liver-specific ATAC-seq peaks were converted into 546 human genome regions which were enriched for master regulators of liver and hepatocyte differentiation, namely hepatocyte nuclear factors HNF4A/G (normalized enrichment score—NES = 12.47), and HNF1A/B (NES = 10.59) (Fig. 3A, Additional file 9). The enrichment analysis of our liver-specific regions against a public TF ChIP-seq bound regions database in human cell lines from ENCODE confirmed the experimental binding of HNF4G on human HepG2 cells as the most enriched track (ENCFF001UGI, NES = 7.39), followed by RXRA (ENCFF001UHJ, NES = 6.81) and HNF4A (ENCFF001UGH, NES = 6.79; ENCFF001UGG, NES = 6.78). Using the same methodology, we confirmed our liver-specific regions were enriched for open chromatin in hepatocyte cell lines from ENCODE, namely H3K27ac in HEpG2 Hepatocellular carcinoma cell line (NES = 8.55) and FAIRE-seq on HepG2 (ENCFF001UYN, NES = 8.55), thus strongly indicating our regions are functionally active in hepatocytes. 

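The authors predicted target regions of HNF4 on the human genome, brought them back to cattle coordinates, and scored clusters of binding motifs in the overlapping peaks with Cluster-Buster, whose score is a log likelihood ratio. All 27 target peaks listed for HNF4 were found in the liver list at the same coordinates, and 26 of them (96.3%, 95% interval 81.7 to 99.3) were liver-specific, a share largely fixed by the choice of liver-specific peaks as input. With a peak within 1 kb counted as shared, the share was 81.5%. The exception, named after its values were seen, lies on chromosome 3 of ARS-UCD1.2 from 13711333 to 13711687. The 69 predicted clusters in these peaks scored from 0.0295 to 18.5, and 7 peaks had a cluster scoring 10 or more. The highest score belonged to the peak on chromosome 8 from 103312608 to 103313300 (AUC 345, summit −log10 p 3.66). It was followed by the peaks on chromosome 15 from 30754059 to 30754777 (score 12.5) and on chromosome 17 from 53453280 to 53453664 (score 12.3). The median summit −log10 p of the target peaks was 3.86 against 3.73 for liver-specific peaks on chromosomes.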

When we converted the predicted target regions of HNF4 back to cattle coordinates and compared them with our open chromatin regions in liver, we were able to annotate 27 possible binding sites, with scores (log likelihood ratios) varying from 0.03 to 12.5 (Additional file 10). No exact score threshold exists and therefore, we reported scores for all identified target regions. Nevertheless, the higher the score the better.

**Fig. 3:**
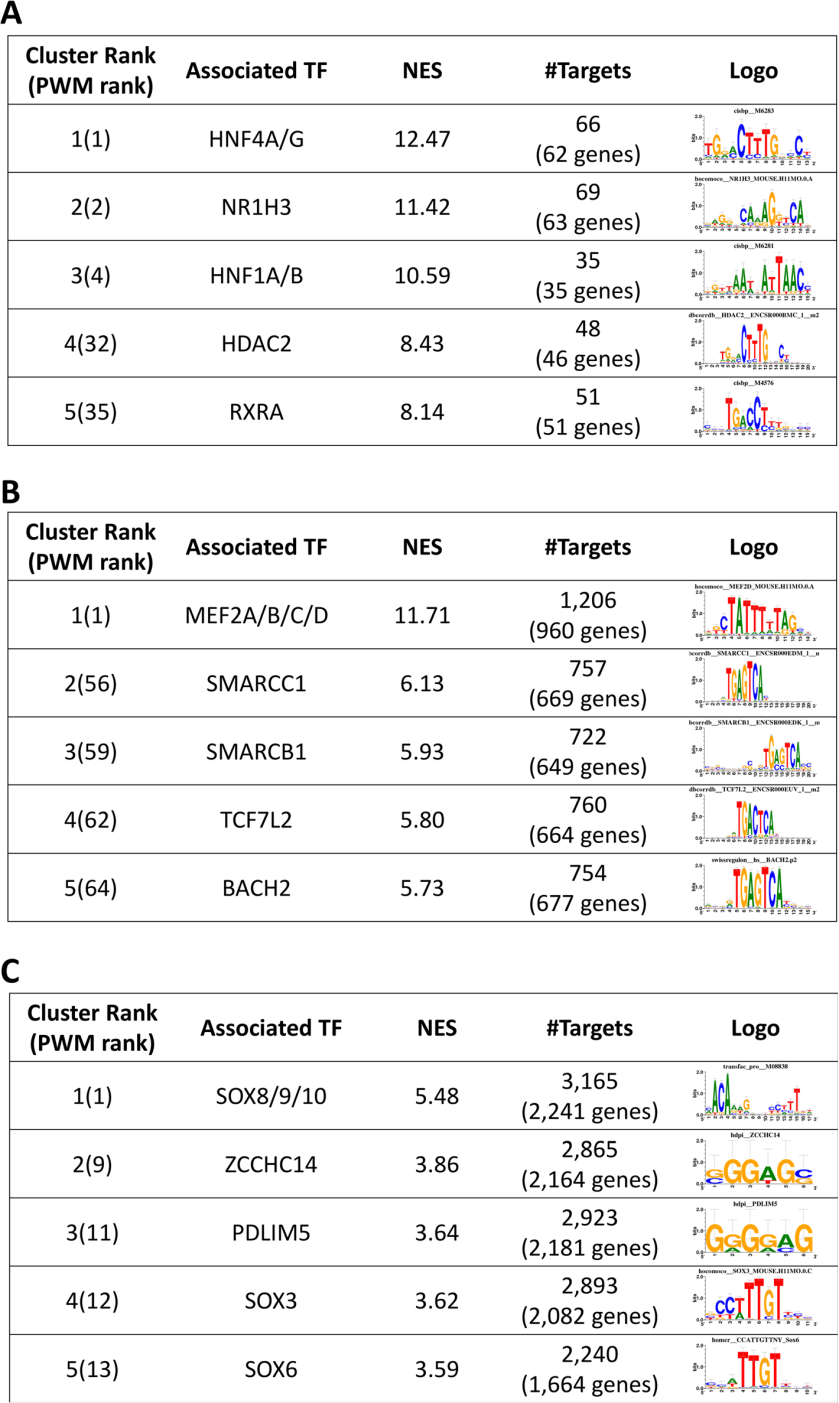
Top 5 iRegulon motif discovery results on liver-specific (**A**), muscle-specific (**B**), and hypothalamus-specific (**C**) open chromatin regions

Finally, we validated the predicted targets of HNF4 by testing their co-expression based on RNA-seq data. From the 62 predicted HNF4 targets, 52 were considered expressed in our liver data. In addition, except for HNF1B, all top TF enriched in liver presented gene expression and were included in the co-expression analysis. From 52 expressed targets, 20 (38%) presented significant co-expression with HNF4 (Fig. 4, Additional file 11). Also, HNF1A was the only top TF co-expressed with HNF4.

**Fig. 4:**
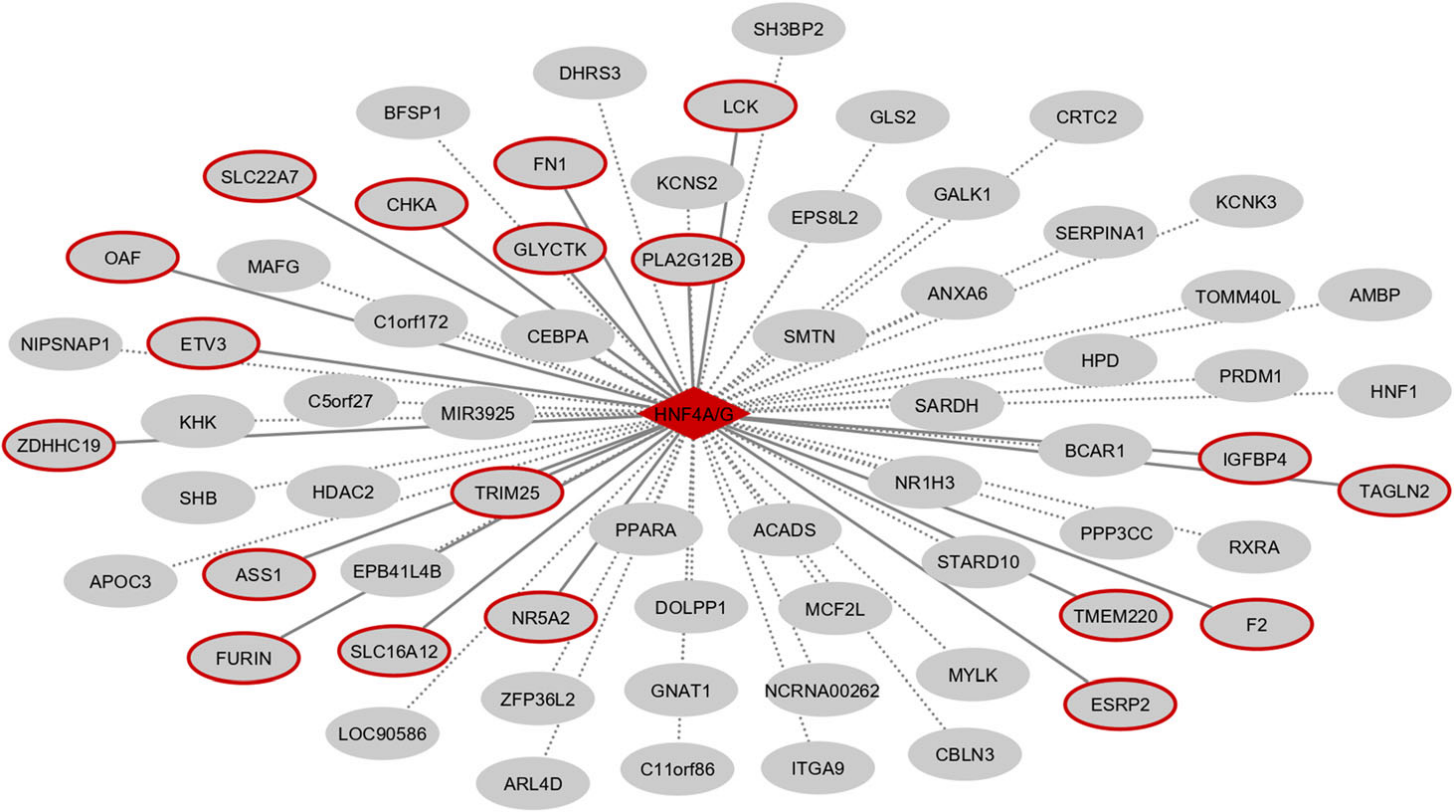
Liver-specific master regulator HNF4 and its predicted targets. Dotted edges represent predicted targets, continuous edges and red borders represent targets with significant co-expression using RNA-seq data

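On chromosomes 1 to 29 and X, 10976 peaks were muscle-specific, which is 36.0% of the muscle peaks there. The median summit −log10 p of all muscle-specific peaks was 4.50 against 5.91 for shared muscle peaks, a difference of −1.41 (95% bootstrap interval −1.46 to −1.37). This difference has the same limit as in liver. The muscle-specific peaks with the largest AUC lie on chromosome 29 of ARS-UCD1.2 from 49534178 to 49541496 (AUC 12363, summit −log10 p 9.51), on chromosome 2 from 18337070 to 18343004 (AUC 11971, summit −log10 p 7.28), and on chromosome 16 from 79691406 to 79695366 (AUC 8483, summit −log10 p 8.81). The authors' annotation lists the peak on chromosome 2 as distal intergenic, 72339 bp from the TSS of PLEKHA3. Whether a gene missing from that annotation lies there was not examined.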

The 11,439 muscle-specific ATAC-seq peaks were converted into 10,067 human genome regions which were enriched for a family of master regulators of muscle differentiation (Fig. 3B, Additional file 12), namely myocyte enhancer factor-2 (MEF2, NES = 11.71). To validate our predictions, we looked at the enrichment for ENCODE ChIP-seq experiments which resulted in skeletal muscle cell lines both in male (E107-H3K4me1, NES = 8.44; E107-H3K4me1-broadpeak, NES = 5.52) and female (E108-H3K27ac, NES = 7.50; E108-H3K4me1, NES = 7.04) and FAIRE-seq on the skeletal myoblasts cell line LHCN-M2 (ENCFF001WPB, NES = 5.23) as the most enriched tracks. These results confirm our muscle-specific regions are indeed functionally active in muscle cells. By converting the predicted target regions of MEF2 back to cattle coordinates and comparing them with our open chromatin regions in muscle, we identified 667 possible binding sites, with scores varying from 3.25E−03 to 23.4 (Additional file 13).

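The list of MEF2 targets held 660 entries for 659 different peaks, all found in the muscle list, and 647 of them (98.2%, 95% interval 96.8 to 99.0) were muscle-specific. As for HNF4, this share is largely fixed by the choice of muscle-specific peaks as input. With a peak within 1 kb counted as shared, 88.0% were muscle-specific. The 1472 predicted clusters scored up to 23.4, and 54 peaks had a cluster scoring 10 or more. The highest score belonged to the peak on chromosome 29 of ARS-UCD1.2 from 44461242 to 44461593 (summit −log10 p 4.75). The next lay on chromosome 7 from 62480105 to 62480656 (score 16.7, summit −log10 p 6.52) and on chromosome 4 from 113760542 to 113761667 (score 15.8, summit −log10 p 7.65). The median summit −log10 p of the target peaks was 5.94 against 4.53 for muscle-specific peaks on chromosomes, and their median length was 590 bp against 402 bp.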

The 53,289 hypothalamus-specific ATAC-seq peaks were converted into 48,067 human genome regions which were enriched for an important family of transcription factors for neuronal development (Fig. 3C, Additional file 14), namely SRY-related HMG box genes (SOX, NES = 5.48). 

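On chromosomes 1 to 29 and X, 53103 peaks were hypothalamus-specific, which is 74.8% of the hypothalamus peaks there. The median summit −log10 p of all hypothalamus-specific peaks was 5.34 against 9.48 for shared peaks, a difference of −4.14 (95% bootstrap interval −4.253 to −4.002). With peaks on these chromosomes alone the difference was −6.50. The limit given for liver holds here as well. The hypothalamus-specific peaks with the largest AUC lie on chromosome 19 of ARS-UCD1.2 from 51556113 to 51577764 (AUC 71043, summit −log10 p 23.9), on chromosome 15 from 75928088 to 75936632 (AUC 35676, summit −log10 p 18.4), and on chromosome 5 from 109808618 to 109821634 (AUC 35194, summit −log10 p 17.8).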

The SOX family can regulate several different aspects of development in general, which explains the enrichment for FAIRE-seq for Foreskin Melanocyte Primary Cells as the top enriched track (E059-DNase.hotspot.all.peaks-narrowpeak NES = 6.98) and DNase-seq on human iPS (ENCFF001SPB, NES = 5.96) as the third. Nevertheless, among the top 10 enriched tracks are ENCODE ChIP-seq results for Brain Inferior Temporal Lobe (E072-H3K27ac, NES = 5.97; E072-H3K4me1, NES = 5.32), Brain Substantia Nigra (E074-H3K27ac, NES = 5.80; E074-H3K4me1, NES = 5.62), and Brain Hippocampus Middle (E071-H3K4me1, NES = 5.41). SOX targets coordinate when compared with our cattle open chromatin regions in hypothalamus, represented 2166 possible binding sites, with scores varying from 4.05E−06 to 18.8 (Additional file 15).

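The analyzed part of the SOX target list held 227 entries for 225 different peaks, all found in the hypothalamus list, and 219 of them (97.3%, 95% interval 94.3 to 98.8) were hypothalamus-specific. As for HNF4, this share is largely fixed by the choice of hypothalamus-specific peaks as input. The 1546 predicted clusters in the 225 target peaks scored up to 17.9, and 10 peaks had a cluster scoring 10 or more. The highest score belonged to the peak on chromosome 2 of ARS-UCD1.2 from 96087264 to 96088461 (summit −log10 p 15.0). It was followed by peaks on chromosome 1 from 156338698 to 156340497 (score 15.0, summit −log10 p 8.55) and from 147864437 to 147865140 (score 14.9, summit −log10 p 8.23). The median summit −log10 p of the target peaks was 9.82 against 5.35 for hypothalamus-specific peaks on chromosomes, and their median length was 1060.0 bp against 475 bp.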

Considering RNA-seq data in hypothalamus, from the 2241 predicted SOX targets, 1632 presented gene expression, including the top TFs with the only exception of SOX3. From the expressed targets included in the co-expression analysis, 360 (22%) presented significant results (Additional file 16, Additional file 17). Among those, SOX8/9/10 were co-expressed with other members of SOX family, namely SOX1, SOX2, SOX5, SOX6, SOX13, and SOX21.

Although publicly available data on open chromatin regions of *B. taurus* were generated using different sex and methods [19], it provides us with a unique opportunity to identify possible indicine-specific regulatory regions. While we identified 78,528 peaks for hypothalamus, 40,104 peaks for muscle and 22,291 peaks for liver in *B. indicus*, the correspondent numbers in *B. taurus* data were 20,045, 77,378, and 58,853, respectively. 

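The indicine-specific marks are the authors', from a comparison with peaks of Hereford males that were not analyzed here, and were joined to the deposited lists by coordinate. The analyzed part held 1999 liver peaks, up to 51.2 Mb of chromosome X, and 398 muscle peaks, up to 18.5 Mb of chromosome 3, which were 17.1% and 13.3% of the peaks of each list on that part. The hypothalamus marks were not analyzed here. Of the indicine-specific liver peaks, 37.8% (95% interval 35.7 to 39.9) overlapped a peak in both other indicine tissues, against 88.7% (88.1 to 89.4) of the other liver peaks. In muscle the shares were 15.1% (11.9 to 18.9) and 29.8% (28.1 to 31.6). The muscle share moved most, to 30.9% of 55 peaks, with a summit −log10 p of at least 5, a limit chosen after seeing the data. The indicine-specific liver peaks were unevenly spread, with 73.4% of the liver peaks in the first Mb of an autosome and 72.0% of those on chromosome X marked as indicine-specific, against 10.4% on the rest of the autosomes.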

Indicine-specific peaks falling on chr1-29 and X totalized 54,971 for hypothalamus, 4216 for muscle, and 2217 for liver (Additional file 18). Clearly, the higher number of peaks in hypothalamus identified in our study in comparison with the *B. taurus* data resulted in an inflation of indicine-specific peaks in that tissue, and therefore, the results need to be evaluated with caution. Apart from hypothalamus, indicine-specific peaks seem to be depleted from TSS regions (Fig. 5A) and concentrated on distal intergenic regions (Fig. 5B). 

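Indicine-specific liver peaks lay a median of 139 kb from the nearest TSS, and 55.0% (95% interval 52.8 to 57.1) lay over 100 kb away. For muscle the median was also 139 kb, and 61.3% (56.4 to 66.0) lay over 100 kb away.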

Peaks in intergenic regions represented 57%, 63%, and 82% of indicine-specific peaks in hypothalamus, muscle, and liver, respectively, followed by 24%, 17%, and 10% in introns. 

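In the analyzed part, 80.0% (95% interval 78.2 to 81.7) of indicine-specific liver peaks were distal intergenic and 10.7% (9.42 to 12.1) intronic. In muscle, 76.4% (72.0 to 80.3) were distal intergenic and 14.6% (11.4 to 18.4) intronic. On the chromosomes where the other peaks are annotated as well, 88.1% of 319 indicine-specific liver peaks were distal intergenic against 31.5% of 1628 other liver peaks. The same comparison in muscle gave 86.5% of 312 against 48.1% of 1573. The 319 liver peaks include 90 in the first Mb of chromosome 1, 45 in that of chromosome 2, and 38 in that of chromosome 4. A further 31 lie between 105 and 106 Mb of chromosome 4. The contrast in liver thus rests largely on few windows, and it was not computed without them. The paper states that most indicine-specific peaks lie in intergenic regions and correspond to enhancers, which it describes as rapidly evolving, and proposes that regulation based on enhancers is even more explicit between the subspecies.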

Indicine-specific peaks in promoter regions only accounted for 12%, 12%, and 7%, respectively.

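Promoters held 7.30% (95% interval 6.24 to 8.53) of the 1999 indicine-specific liver peaks and 6.53% (4.50 to 9.40) of the 398 indicine-specific muscle peaks. On the part with both annotations, promoters held 4.08% of indicine-specific and 61.1% of other liver peaks, and 2.24% of indicine-specific and 29.9% of other muscle peaks. The indicine-specific liver peaks of that part gather in few windows, and the shares were not computed without these.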

**Fig. 5:**
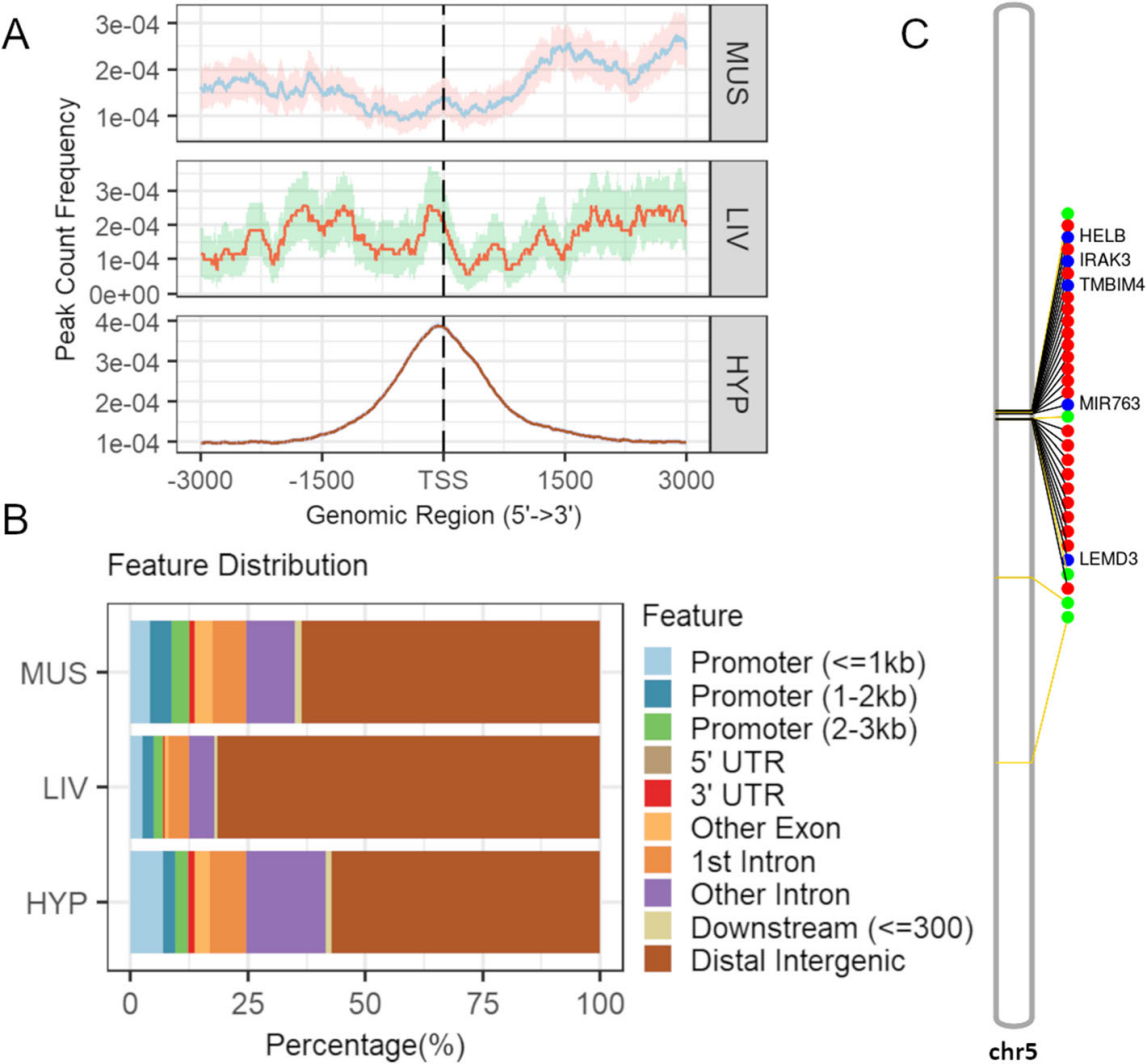
Potential indicine-specific peaks in muscle (MUS), liver (LIV) and hypothalamus (HYP). **A** Profile of peaks relative to transcription start sites (TSS) considering a ± 3 kb region—confidence intervals were estimated by bootstrap method (500 iterations) and is shown as the shading that follows each curve. **B** Percentage of overlap between peaks and genomic features. **C** Representation of bovine chromosome 5 and the location of indicine selective sweeps (green dots), peaks from all three tissues overlapping selective sweeps (red dots), and genes in close proximity (blue dots)

When we compared indicine-specific peaks with previously identified selective sweeps for indicus cattle [25], we found 3, 6, and 31 peaks with an overlap in liver, muscle, and hypothalamus, respectively (Additional file 19). 

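All 40 listed peaks were found in the deposited lists at the same coordinates, 31 in hypothalamus, 6 in muscle, and 3 in liver. Their median summit −log10 p was 4.32 in hypothalamus, 4.48 in muscle, and 5.07 in liver, and the highest was 14.6, in hypothalamus. Of the hypothalamus peaks 23 were hypothalamus-specific, while all 3 liver peaks and 5 of the 6 muscle peaks overlapped a peak in both other tissues. With a limit of 5 on the summit −log10 p, chosen after seeing the data, 15 of the 40 remained.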

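Chromosome 5 of ARS-UCD1.2 carried 22 of the 40 peaks, 13 in hypothalamus, 6 in muscle, and 3 in liver. The liver peak nearest to MIR763 spans 47839938 to 47846302, 83597 bp from its TSS, with an AUC of 9948 and a summit −log10 p of 5.31. In muscle the same stretch holds 3 peaks between 47839916 and 47846263, the strongest with a summit −log10 p of 6.18. In hypothalamus it holds 3 peaks between 47839961 and 47846297, and a further hypothalamus-specific peak lies from 47835514 to 47836223 (summit −log10 p 11.8). Near LEMD3, the liver peaks span 48514101 to 48515471 and 48515573 to 48519520 (summit −log10 p 3.94 and 5.07), distal intergenic. The liver peaks of this stretch had a median AUC percentile of 95.2 within the liver list, against 42.9 within the hypothalamus list for the 6 hypothalamus peaks open in all tissues, which are shorter pieces of the same stretch, and the liver peak near MIR763 was longer than 99.8% of liver peaks with a similar summit. The 6 muscle peaks had a median AUC percentile of 78.5 within the muscle list. The muscle peak from 48518728 to 48519525 was the only muscle peak of the sweep without a hypothalamus peak at the same place.

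**Figure D3:**
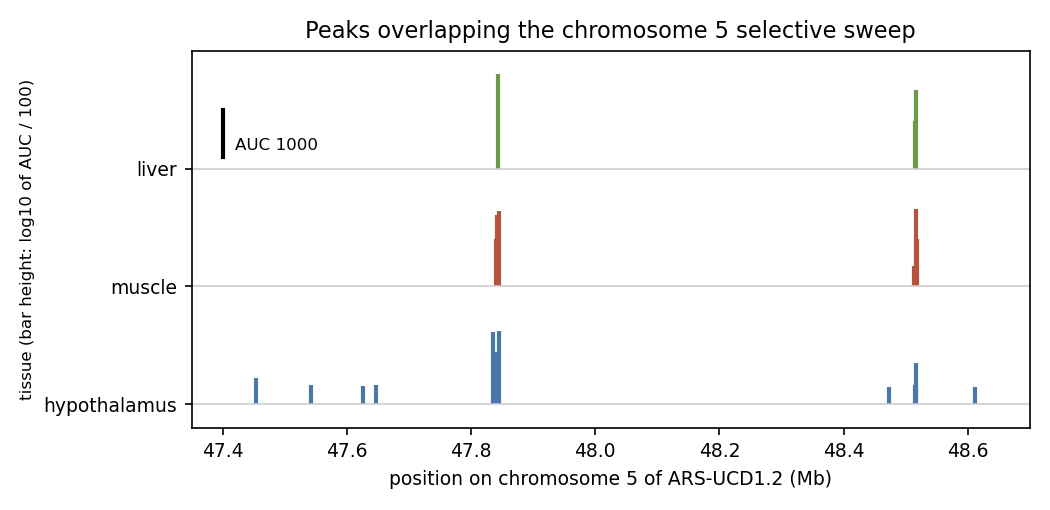
Peaks overlapping the selective sweep on chromosome 5 of ARS-UCD1.2 (x axis, position in Mb) in hypothalamus, muscle, and liver. Each bar is 1 peak, and its height above the line of its tissue is proportional to the log10 of its AUC divided by 100, with a scale bar. The 3 liver peaks sit at the same places as hypothalamus peaks.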

Most of the overlapping peaks were located on chromosome 5 and, in all tissues, they felt in distal intergenic regions with the closest genes being MIR763 and LEMD3 (Fig. 5C). In addition, in hypothalamus the peaks on chromosome 5 also were distal to HELB and IRAK3, and in the promoter region of TMBIM4 and LEMD3. 

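The hypothalamus peaks distal to HELB lie on chromosome 5 from 47453527 to 47453867 and from 47542206 to 47542519, with summit −log10 p of 4.38 and 4.02. The peak distal to IRAK3 lies from 47625775 to 47626226 (summit −log10 p 3.403), with a distance to its TSS of −18577 bp. The peak in the promoter region of TMBIM4 lies from 47647202 to 47647669 (summit −log10 p 3.92), 1909 bp from the TSS. The peak 2154 bp from the TSS of LEMD3 lies from 48611596 to 48612250, with a summit −log10 p of 3.09, the lowest of the 40 peaks. All of these were hypothalamus-specific, with an AUC percentile between 6.10 and 21.3 within the hypothalamus list.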

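Outside chromosome 5, hypothalamus had 3 peaks on chromosome 4, 3 on chromosome 6, 2 on chromosome 8, 8 on chromosome 12, 1 on chromosome 18, and 1 on chromosome 22. The strongest lies on chromosome 8 from 25159114 to 25160354, with a summit −log10 p of 14.6 and an AUC of 4216, distal intergenic to RRAGA. The other genes nearest to these peaks are TBXAS1, MEPE, HOPX, INSL6, FRY, ZNF19, and SLC25A26. RRAGA, TBXAS1, HOPX, INSL6, and SLC25A26 are named after their values were seen.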

Peaks in other chromosomes only appeared in hypothalamus including chr4, chr6, chr8, chr12, chr18, and chr22. Among those, we can highlight the ones overlapping promoter regions of genes MEPE, FRY, and ZNF19.

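The MEPE peak lies on chromosome 6 of ARS-UCD1.2 from 36860679 to 36861437, 2733 bp from the TSS, with a summit −log10 p of 4.75. A stronger peak in exon 4 of 5 of MEPE lies from 36855825 to 36857853 (summit −log10 p 13.3). The FRY promoter peaks lie on chromosome 12 from 28995242 to 28995571 and from 28996891 to 28997091, with summit −log10 p of 3.35 and 4.53. An intronic FRY peak from 28983061 to 28984336 had a summit −log10 p of 12.0. The ZNF19 peak lies on chromosome 18 from 39589564 to 39589914, with a distance to the TSS of −2453 bp and a summit −log10 p of 4.12. All peaks named here were hypothalamus-specific.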

## Discussion

The vast non-coding portion of the bovine genome, the one that regulates epigenetics changes, responds to environmental stimuli, and determines cell and tissue activity, is only starting to be characterized [12, 18, 19]. This non-coding genome is the key to understanding the expected differences between *B. indicus* and *B. taurus* and uncover the genetic basis of adaptability of indicine cattle to tropical and subtropical environments. Here, we used ATAC-seq data from indicine tissues that are key to adaptability and beef production (liver, muscle, and hypothalamus) not only to identify regulatory elements but to annotate their possible biding sites and targets in each tissue. We were able to identify HNF4 as a key regulator in liver, MEF2 in muscle and SOX in hypothalamus, and support those results based on gene co-expression and publicly available ChIP-seq and FAIRE-seq data. In addition, we compared *B. indicus* and *B. taurus* data and identified potential indicine-specific open chromatin regions, which mostly correspond to distal regulatory elements.

The peaks detected in the ATAC-seq data are expected to correspond to regulatory regions harboring functional combinations of regulatory elements, which dictate their spatiotemporal function [26]. Unravelling this regulation is the key to understanding the molecular mechanisms that control gene expression. For all our three tissues, most peaks fall within intergenic and promoter regions. This distribution of genomic features is in accordance with literature in human, mouse, and livestock species [18, 19], and correspond to two main types of regulatory elements involved in transcriptional regulation: promoters and enhancers. While promoters are located up to a few kilobases from a TSS, enhancers can be located long distances upstream or downstream of a target gene [27].

The proportion of peaks falling in promoters and intergenic regions changes when we look at tissue-specific peaks and constitutive regions. Although we can still see an enrichment around TSS for all subsets, the percentage of tissue-specific peaks within promoter regions drop dramatically (see Table 1), while for constitutive regions this percentage increases. This behavior suggests tissue-specific functions are more finely regulated by long-range regulatory elements, such as enhancers, silencers, and insulators. Indeed, it has been reported before that major tissue differences are due to changes in distal elements [4, 5, 28]. Conversely, constitutive regions represent housekeeping functions, and therefore, promoter regions are expected to be of open chromatin. In terms of transcriptional regulation, this distinction between constitutive/housekeeping vs. regulated/regulatory/developmental genes has proven to represent a real biological distinction rather than a human-defined classification [29].

Liver presented the smallest number of identified peaks and, consequently, of tissue-specific peaks. It also presented the highest proportion of tissue-specific peaks located in distal intergenic regions. This could be the reason why only one gene ontology term was enriched when considering the peaks nearest genes—positive chemotaxis. Chemotaxis refers to the directional migration of cells in response to a chemical stimulus, which is part of normal function and health in humans, such as immune system cells fighting injuries and infections, and tissue regeneration [30]. Liver is a frontline immune organ, responsible for detecting and clearing bacteria, viruses, and macromolecules from the blood, and is populated with several immune-centric cell types, including Kupfer cells, T cells, and NK cells [31]. In a healthy liver, metabolic functions and tissue remodeling are both requisites to maintain homeostasis [32]. In this context, hepatocyte nuclear factors (HNF) are transcription factors expressed predominately in liver. They work synergistically to raise transcriptional levels of distinct sets of hepatocyte-specific genes responsible for tissue development and metabolic homeostasis, among other functions [33, 34]. In our study, HNF4 was identified as the key regulator of liver-specific expression, but HNF1 also appear among the top TFs and both present co-expression in our RNA-seq data. Although HNF4 isoforms comprise two genes (HNF4A and HNF4G), a comparison of the DNA-binding domain of humans showed high homology between them, suggesting both genes may have similar functions in the transcriptional regulation of hepatic genes [35]. Importantly, in beef cattle, HNF4G has already been pointed as a key regulator when considering 29 traits (including meat quality, conformation, development, and metabolism) based on a marker-derived gene network [36].

Genes associated with muscle-specific peaks were enriched mostly with muscle cell development and MEF2 was pointed as a master regulator of muscle-specific open chromatin regions. The myocyte enhancer factor 2 family of transcription factors is comprised of variants A, B, C, and D with highly conserved protein domains across the MEF2 family [37]. In our study, MEF2A appear as the top enriched feature, and although it is expressed in various tissues/organs and plays crucial roles in multiple biological processes, it is widely present in muscle cells and involved in the development and differentiation of vertebrate skeletal, cardiac, and smooth muscle during myogenesis [38]. In cattle, MEF2A is a positive regulator in skeletal muscle myoblast proliferation and differentiation [38, 39] and mutations in its promoter region are highly associated with MEF2A mRNA expression in bulls, which in turn might be related to differences in muscle development and growth traits [40]. As in liver, the enrichment of open chromatin data in human cell lines specific to each tissue confirms the tissue specificity of the peaks/targets, validating our master regulators.

In cattle, hypothalamus is the least studied tissue of the three, probably due to difficulties to access and correctly identify it. It is also the most complex tissue involved in feedback loops related to the releasing of hormones, regulation of body temperature, maintenance of daily physiological cycles, control of appetite, management of sexual behavior, and regulation of emotional responses [41]. It has three main regions and our open chromatin regions are expected to represent all those regions collectively. It is no surprise then that hypothalamus presented the highest number of peaks and tissue-specific peaks. Indeed, gene expression in hypothalamus when compared to liver and muscle has shown to be higher in indicine cattle [42, 43]. Concordantly with its functions, genes associated with hypothalamus-specific peaks were enriched for terms related to cell communication and nervous system development. Admittedly, our definition of tissue-specific peaks is limited as we are only comparing three tissues and hypothalamus-specific peaks could include open chromatin regions common to other nervous system tissues. Nevertheless, our data points to the SRY-related HMG box (SOX) genes as candidate master regulators of hypothalamus expression.

The HMG box is a DNA-binding domain highly conserved throughout eukaryotic species and the SOX family is divided into subgroups according to homology within this domain and other structural motifs—SOX8, SOX9, and SOX10 are part of Sox group [44]. Apart from SoxE group, SOX3 (SoxB1 group) and SOX6 (SoxD group) also appear in the top 5 enriched transcription factors. Several SOX genes presented expression in hypothalamus and the co-expression of SOX8/9/10 with SOX1 and SOX2 (SoxB1 group); SOX5, SOX6, and SOX13 (SoxD group) and SOX21 (SoxB2 group) show a coordinated activity of this family. SOX genes are related to several different aspects of development and while many are involved in sex determination, some are also important in processes such as neuronal development. Within the tuberal hypothalamus, neural progenitors are known to give rise to supportive and active signaling central nervous system glial cells. This process starts with progenitor cells expressing SOX9 which further mature and start to express SOX10 [45]. As a parallel, in pituitary, Sox2+/Sox9+ cells were demonstrated to be able to generate all hormone-producing cell subtypes [46]. Altogether, SOX genes and in particular group SoxE are indicated as a potential master regulator of hypothalamic gene expression.

Finally, the *B. taurus vs B. indicus* contrast has long been the subject of studies aimed at characterizing signatures of selection [47]. Mutations affecting complex traits may be subject to natural or artificial selection, which leaves a selection signature in the genome [48, 49]. However, while the cattle genome has been shaped significantly by human domestication [50], earlier work in cattle suggested few discernible signatures of selection in the cattle genome sequence after strong artificial selection for complex traits [51]. Nevertheless, the epigenome can be responsible for carrying some of the answers for adaptation-related traits that differ across subspecies. In our study, indicine-specific peaks were conspicuously lacking near TSS, which was less apparent for hypothalamus due to the large difference in identified peaks between datasets. For all tissues, most of the peaks were in intergenic regions, corresponding to enhancers, which is in accordance with what was observed when comparing different species [18, 19]. For instance, a comparison of cattle with pig and mouse showed as little as 17% and 6% overlap in intergenic open chromatin, respectively [19]. Enhancers are rapidly evolving regulatory sequences, being a species-specific feature likely to impact differing phenotypes [52–55]. In the comparison between the subspecies indicus and taurus, this enhancer-based regulation seems to be even more explicit. Therefore, we trust the indicine-specific open chromatin regions reported here represent a rich source for mining mutations likely to affect cattle adaptation to different climatic zones.

Because most of the indicine-specific peaks were located in intergenic locations, using the nearest gene to draw possible biological functions could be misleading, as enhancers can regulate genes in long distances and even different chromosomes and not necessarily the nearest gene [56]. However, testing the overlap between selective sweeps in *Bos indicus* and indicine-specific peaks could demonstrate overlapping mechanisms in the control of adaptive differences. Indeed, there was overlap, which mostly happened on chromosome 5. Importantly, hypothalamus peaks on chromosome 5 were distal to HELB, a gene already shown to be related to differences between both cattle subspecies [25].

## Conclusions

A comparative analysis of the chromatin accessibility in muscle, liver, and hypothalamus of *Bos indicus* cattle revealed new insights into the tissue-specific regulation of gene expression with an unprecedented level of accuracy. The integration of transcriptomic data allowed us to indicate, more accurately, possible targets of master regulators in each tissue, including a prediction of their biding sites. Furthermore, the indication of indicine-specific open chromatin regions provides a promising avenue to exploit molecular mechanisms to artificial selection for traits of relevance to the adaptation to tropical and subtropical climates.

## Methods

### Collection of tissue and generation of ATAC-seq libraries

Liver, hypothalamus, and muscle samples were collected from three unrelated, post-pubertal Brahman heifers of similar age and weight as previously described [21–23]. Heifers used in this study were managed, handled, and euthanized as per approval of the Animal Ethics Committee of the University of Queensland, Production and Companion Animal group (certificate number QAAFI/279/12). After slaughter, tissue samples were collected as fast as possible and stored at − 80 °C.

ATAC-seq libraries were prepared from frozen tissues using the Omni-ATAC method [57] with the following modifications. Frozen tissue (20 mg) was ground in liquid nitrogen using a mortar and pestle. The pulverized tissue was transferred to a pre-chilled 2 ml Dounce homogenizer containing 1 ml cold 1× homogenization buffer and homogenized with the pestle until a uniform suspension was seen (10–20 strokes). The homogenate was filtered with a 40-μM nylon cell strainer (BD Falcon) before layering onto the iodixanol solution as described previously [57]. The ratio of nuclei to enzyme concentration was optimized for each sample by performing transposition reactions containing 50,000, 100,000, and 200,000 nuclei with 2.5 μl of tagment enzyme in 50 μl of transposition mix [57]. The transposed DNA was amplified with custom primers as previously described [58]. Amplified libraries were purified using Agencourt AMPure XP beads (Beckman Coulter) and quality controlled using a Bioanalyser High Sensitivity DNA Analysis kit (Agilent). ATAC-seq libraries were sequenced at IMB sequencing facility (University of Queensland) on an Illumina NextSeq 150 cycle (2X 75 bp). Three biological replicates were performed per tissue. This dataset is publicly available at NCBI Gene Expression Omnibus (GEO) under the accession number GSE182909 [59]. All assays were performed according to FAANG guidelines and recommendations, available at http://www.faang.org. The detailed protocol used in ATAC-seq is available at https://data.faang.org/protocol/samples/ROSLIN_SOP_ATAC_Seq_DNAIsolationandTagmentation_Frozen_Muscle_Tissue_20200720.pdf.

### Mapping and ATAC-seq peak calling

ATAC-seq data processing and alignment was completed using the Harvard pipeline (https://informatics.fas.harvard.edu/atac-seq-guidelines.html). First, reads quality was accessed using the tool FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). After checking no adapter contamination existed, sample reads were aligned to the cattle reference genome (ARS-UCD1.2) using HISAT2 v2.1.0 with -k 10 to allow for multiple alignments [60]. Summary mapping statistics were performed using Samtools flagstat (v1.9) [61].

Peak calling was performed using the tool Genrich v0.6.1 (available at https://github.com/jsh58/Genrich) including all biological replicates per tissue and parameters -j (ATAC-seq mode) -r (remove PCR duplicates) -e MT (to exclude mitochondrial chromosome) -p 0.01 (*p* value). Genrich analyzes reads that map to multiple locations in the genome by adding a fractional count to each location, allowing for peak detection in regions that are otherwise inaccessible to the assay. Moreover, it calls peaks for multiple biological replicates collectively by first analyzing the replicates separately and then combining the multiple replicates’ *p* values at each genomic position using Fisher’s method to identify significant consensus peaks per tissue.

### Annotation of peaks and tissue specificity

After peak calling, peak location was accessed by the R package ChIPseeker [62] using as reference the Bioconductor *Bos taurus* annotation libraries TxDb.Btaurus.UCSC.bosTau9.refGene [63] and org. Bt.eg.db [64] (A detailed tutorial can be found at https://www.bioconductor.org/packages/release/bioc/vignettes/ChIPseeker/inst/doc/ChIPseeker.html). Briefly, the ChIPseeker covplot function was used to calculate and visualize the coverage of peak regions over chromosomes. Then, the profile of peaks binding to TSS regions was visualized by first defining the TSS regions as ± 3 kb of TSS sites, and then aligning the peaks that were mapped to these regions using the ChIPseeker getTagMatrix function and TxDb.Btaurus.UCSC.bosTau9.refGene database as reference. Heatmaps of peak profile around TSS were produced using ChIPseeker tagHeatmap function and peak distribution profiles were produced using ChIPseeker plotAvProf which generate confidence intervals estimated by bootstrap method. Peak annotation to functional categories was performed by ChIPseeker annotatePeak function, which reports the genomic region of the peak (following the priority order: Promoter, 5′ UTR, 3′ UTR, Exon, Intron, Downstream, and Intergenic), the position and strand of the nearest gene, and the distance to TSS of the nearest gene using the org.Bt.eg.db database as a reference. ChIPseeker plotDistToTSS was used to calculate the percentage of peaks upstream and downstream from the TSS of the nearest genes and visualize the distribution.

To compare the three tissues and identify tissue-specific peaks, we used bedtools intersect -v (v. 2.29.2) [65] for each pairwise contrast. By looking at the results of the multiple contrasts, we defined peaks exclusive to one tissue as tissue-specific. Then, bedtools multiIntersectBed [65] was used to identify overlapping regions across the three tissues. Although a perfect overlap of peaks from different tissues is unlikely, regions of overlap can be of biological significance and will be referred to as constitutive regions. Considering the annotated nearest gene of peaks/regions, we performed an enrichment analysis of Gene Ontology (GO) terms using the function compareCluster from R package clusterProfiler [66] using the following parameters: OrgDb = org.Bt.eg.db, fun = “enrichGO,” ont = “ALL,” pAdjustMethod = “BH,” pvalueCutoff = 0.05.

### Motif enrichment analysis

To identify enriched TFBSs within tissue-specific peaks, peaks coordinates in each tissue were converted first to human hg38 coordinates using the liftOver tool [67] (minMatch = 0.1), and then to human hg19 coordinates (minMatch = 0.95). The hg19 orthologous regions were used as input to the motif discovery tool i-*cis*Target v6.0 [68] which contains 24,453 PWMs gathered from multiple databases (see:http://iregulon.aertslab.org/collections.html#motifcolldesc). The i-*cis*Target tool contains motif information across seven species, including cow, and those motifs were previously scored for the enrichment of homotypic clusters of PWM using a Hidden Markov Model from the tool Cluster-Buster [69]. The seven species whole-genome rankings per motif were combined in a final rank using order statistics to prioritize highly ranked regions per motif across species [70]. The user-defined regions are interrogated for motifs significantly enriched using the cross-species final rank. In addition, it provides the identification of target regions for a PWM by determining the optimal threshold through a receiver operating characteristic curve which compares the enrichment of a PWM versus the enrichment across all 24,453 PWMs average. The Normalized Enrichment Score (NES) is the AUC score normalized by subtracting the mean of all AUC overall motifs and dividing it by the standard deviation. Finally, motifs referring to similar TFs are colour coded and master regulators for each tissue can be determined. For each predicted TF, the top 10 PWMs are gathered to determine which Human regions are predicted as targets.

In addition, i-*cis*Target has a collection of 1331 TF ChIP-seq information and 2450 Histone modification tracks in human tissues and cell lines extracted from ENCODE and RoadMap Epigenomics databases [13]. The user-defined regions are interrogated for each track collection and tracks significantly enriched are identified by determining the optimal threshold through a receiver operating characteristic curve. This analysis compares the enrichment of a track of the collection versus the average enrichment across the whole track collection and generates an NES.

### Annotating the location of TF binding sites in the cattle genome

Human (hg19) regions predicted as targets for the top TF in liver, muscle, and hypothalamus were converted back to ARS-UCD1.2 coordinates using the liftOver tool as described before [67]. Next, the overlap between these target regions and ATAC-seq peaks in each tissue was calculated using bedtools intersect (-wa -F 0.40) (v2.29.2) [65]. To score and locate the potential TFBSs per TF of interest, we downloaded the PWMs for the top 10 PWMs associated with a TF from the motif discovery analysis [68]. Peaks overlapping target regions for a TF were converted to fasta and re-scanned for the homotypic cluster of PWMs using the Hidden Markov Model from the tool Cluster-Buster (-m 0 -c 0) [69]. The homotypic cluster score, motif score, and predicted binding location were calculated to annotate the active biding sites of the key transcription factor in each tissue.

### Gene regulatory network

To validate the relationships between the master regulator of each tissue (top TF) and its predicted targets at transcriptional level, we used the previously described RNA-seq data of liver and hypothalamus to investigate gene co-expression [21–23]. In addition to the three post-pubertal Brahman heifers used for ATAC-seq libraries, RNA-seq data included three prepubertal Brahman heifers coming from the same original data so the number of samples would enable a co-expression study. This dataset is publicly available at EMBL-EBI BioSamples repository (www.ebi.ac.uk/biosamples) under the submission identifiers GSB-113 and GSB-8708 [71]. RNA-seq reads were aligned to the same cattle reference genome, and read counts were estimated using -tools [72]. The EdgeR R package [73] was used to normalize the counts by TMM (trimmed mean of M values) for each tissue, and only genes presenting at least 1 count per million reads mapped (CPM) in at least half of the samples were considered for further analysis. For each tissue, gene expression in log2CPM of the master regulator and its predicted targets were used to identify significant connections using the Partial Correlation and Information Theory (PCIT) algorithm [74]. PCIT determinates significant correlations between two genes after accounting for all the other genes under scrutiny.

Gene Regulatory Network visualization was performed using Cytoscape 3.6.0 [75]. Genes having ATAC-seq peaks associated with binding for a TF were drawn in the network as potential target genes and connections validated by co-expression were highlighted.

### Identification of Bos indicus-specific open chromatin regions

To compare open chromatin regions between *B. taurus* and *B. indicus* and identify indicine-specific regions, we used data from [19]. Briefly, the authors generated ATAC-seq data from liver, muscle, and hypothalamus of two Hereford males and the identified peaks per sample were available in their Additional File 2. Although there are differences in sex and methods regarding library preparation, sequencing, and peak calling, both studies used the same reference genome which provides us with a unique opportunity to compare results. As described by the authors, peaks called for individual biological replicates were compared with bedtools intersect and then merge collapsed with bedtools merge (v2.29.2) [65]. To identify indicine-specific peaks, we compared indicus and taurus peaks in each tissue using bedtools intersect -v. Peaks were then annotated to functional categories using ChIPseeker annotatePeak [62] as described before. Finally, we compared indicine-specific peaks with regions of selective sweeps for indicine cattle, which were previously identified by our group [25] and are publicly available as Table S5 (selective sweeps in Asian Indicine cattle based on Fst and nucleotide diversity across *Bos indicus* and *Bos taurus* cattle, Padj < 0.05). For this comparison, we used bedtools intersect -wa to identify overlaps.

## Supplementary Information

**Additional file 1.** Summary mapping statistics per sample.

**Additional file 2.** Identified peaks and annotation for hypothalamus. The first 10 columns correspond to ENCODE narrowPeak format, the following columns are the annotation output of ChIPseeker [62], and the last column indicates which of the peaks are tissue-specific.

**Additional file 3.** Identified peaks and annotation for liver. The first 10 columns correspond to ENCODE narrowPeak format, the following columns are the annotation output of ChIPseeker [62], and the last column indicates which of the peaks are tissue-specific.

**Additional file 4.** Identified peaks and annotation for muscle. The first 10 columns correspond to ENCODE narrowPeak format, the following columns are the annotation output of ChIPseeker [62], and the last column indicates which of the peaks are tissue-specific.

**Additional file 5.** Distribution of peaks by chromosome for muscle (A), liver (B) and hypothalamus (C).

**Additional file 6.** Complete distribution of genomic features overlapping peaks identified in muscle (A), liver (B) and hypothalamus (C).

**Additional file 7.** Identified peaks and annotation for constitutive regions. The first 10 columns correspond to ENCODE narrowPeak format and the following columns are the annotation output of ChIPseeker [62].

**Additional file 8.** Functional enrichment of gene ontology terms for tissue-specific peaks.

**Additional file 9.** (AdditionalFile9.pdf) - Enriched regulatory features in liver-specific peaks according to i-cisTarget online tool [68].

**Additional file 10.** Annotation of possible binding sites of NHF4 in cattle liver according to Cluster-Buster [69].

**Additional file 11.** Significant partial correlation between HNF4 and its possible targets in liver using RNAseq data.

**Additional file 12.** Enriched regulatory features in muscle-specific peaks according to i-cisTarget online tool [68].

**Additional file 13.** Annotation of possible binding sites of MEF2 in cattle muscle according to Cluster-Buster [69].

**Additional file 14.** Enriched regulatory features in hypothalamus-specific peaks according to i-cisTarget online tool [68].

**Additional file 15.** Annotation of possible binding sites of SOX8/9/10 in cattle hypothalamus according to Cluster-Buster [69].

**Additional file 16.** Hypothalamus-specific master regulator SOX and its predicted targets. Dotted edges represent predicted targets, continuous edges and red borders represent targets with significant co-expression using RNA-seq data.

**Additional file 17.** Significant partial correlation between SOX8/9/10 and its possible targets in hypothalamus using RNAseq data.

**Additional file 18.** Indicine-specific peaks in liver, muscle, and hypothalamus.

**Additional file 19.** Indicine-specific peaks in liver, muscle, and hypothalamus which overlap selective sweeps in indicine cattle.

**Additional file 20.** Peer review history.

## Data Availability

The ATAC-seq dataset supporting the conclusions of this article is publicly available at NCBI Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE182909 [59]. The RNA-seq dataset used to build the co-expression networks is publicly available at EMBL-EBI BioSamples repository (www.ebi.ac.uk/biosamples) under the submission identifiers GSB-113 and GSB-8708 [71].

# Supplementary material for: Chromatin accessibility and regulatory vocabulary across indicine cattle tissues
**Source:** Genome Biol. 2021 Sep 21;22:273. doi: 10.1186/s13059-021-02489-7
**Supplement:** Supplementary file 9 — Additional file 9. (AdditionalFile9.pdf) - Enriched regulatory features in liver-specific peaks according to i-cisTarget online tool [68].

i-cisTarget

An integrative genomics method for the prediction of regulatory features and cis-regulatory modules.

Parameters and statistics for Liver

Results for Liver

Select features in the table below, select an operation and 

proceed

.

1. 

Use candidate target regions as **filter** and use as input for i-cisTarget again.
2. 

**Scan** candidate target regions of selected features for 

multiple homotypic

 CRMs.
3. 

**Create SIF file** for the selected features.

This report is also available as an **archive**.

For some databases, randomly generated features were enriched. Also, non-random features in these same databases that have a lower enrichment than the first randomly generated enriched feature were removed from the report. The involved databases and their adjusted NES thresholds are: DHS & FAIRE (3.46670).

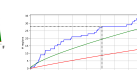

## # Feature

☐ cisbp\_M2250

Description: CG11152[*gene ID*: "FBgn0039937" *species*: "Drosophila melanogaster" *TF status*: "inferred" *TF family*: "Forkhead" *DBDs*: "Fork\_head"]; CG9571[*gene ID*: "FBgn0031086" *species*: "Drosophila melanogaster" *TF status*: "inferred" *TF family*: "Forkhead" *DBDs*: "Fork\_head"]; FOXB2[*gene ID*: "ENSG00000204612" *species*: "Homo sapiens" *TF status*: "inferred" *TF family*: "Forkhead" *DBDs*: "Fork\_head"]; FOXD4L1[*gene ID*: "ENSG00000184492" *species*: "Homo sapiens" *TF status*: "inferred" *TF family*: "Forkhead" *DBDs*: "Fork\_head"]; FOXD4L3[*gene ID*: "ENSG00000187559" *species*: "Homo sapiens" *TF status*: "inferred" *TF family*: "Forkhead" *DBDs*: "Fork\_head"]; FOXD4L5[*gene ID*: "ENSG00000204779" *species*: "Homo sapiens" *TF status*: "inferred" *TF family*: "Forkhead" *DBDs*: "Fork\_head"]; FOXD4L6[*gene ID*: "ENSG00000204793" *species*: "Homo sapiens" *TF status*: "inferred" *TF family*: "Forkhead" *DBDs*: "Fork\_head"]; FOXD4[*gene ID*: "ENSG00000170122" *species*: "Homo sapiens" *TF status*: "inferred" *TF family*: "Forkhead" *DBDs*: "Fork\_head"]; FOXE1[*gene ID*: "ENSG00000178919" *species*: "Homo sapiens" *TF status*: "inferred" *TF family*: "Forkhead" *DBDs*: "Fork\_head"]; FOXE3[*gene ID*: "ENSG00000186790" *species*: "Homo sapiens" *TF status*: "inferred" *TF family*: "Forkhead" *DBDs*: "Fork\_head"]; FOXI2[*gene ID*: "ENSG00000186766" *species*: "Homo sapiens" *TF status*: "inferred" *TF family*: "Forkhead" *DBDs*: "Fork\_head"]; FOXK2[*gene ID*: "ENSG00000141568" *species*: "Homo sapiens" *TF status*: "inferred" *TF family*: "Forkhead" *DBDs*: "Fork\_head"]; FOXS1[*gene ID*: "ENSG00000179772" *species*: "Homo sapiens" *TF status*: "inferred" *TF family*: "Forkhead" *DBDs*: "Fork\_head"]; Foxa1[*gene ID*: "ENSMUSG00000035451" *species*: "Mus musculus" *TF status*: "inferred" *TF family*: "Forkhead" *DBDs*: "Fork\_head"]; Foxa3[*gene ID*: "ENSMUSG00000040891" *species*: "Mus musculus" *TF status*: "inferred" *TF family*: "Forkhead" *DBDs*: "Fork\_head"]; Foxb2[*gene ID*: "ENSMUSG00000056829" *species*: "Mus musculus" *TF status*: "inferred" *TF family*: "Forkhead" *DBDs*: "Fork\_head"]; Foxd2[*gene ID*: "ENSMUSG00000055210" *species*: "Mus musculus" *TF status*: "inferred" *TF family*: "Forkhead" *DBDs*: "Fork\_head"]; Foxd3[*gene ID*: "ENSMUSG00000067261" *species*: "Mus musculus" *TF status*: "inferred" *TF family*: "Forkhead" *DBDs*: "Fork\_head"]; Foxd4[*gene ID*: "ENSMUSG00000051490" *species*: "Mus musculus" *TF status*: "inferred" *TF family*: "Forkhead" *DBDs*: "Fork\_head"]; Foxe1[*gene ID*: "ENSMUSG00000070990" *species*: "Mus musculus" *TF status*: "inferred" *TF family*: "Forkhead" *DBDs*: "Fork\_head"]; Foxe3[*gene ID*: "ENSMUSG00000044518" *species*: "Mus musculus" *TF status*: "inferred" *TF family*: "Forkhead" *DBDs*: "Fork\_head"]; Foxf1a[*gene ID*: "ENSMUSG00000042812" *species*: "Mus musculus" *TF status*: "inferred" *TF family*: "Forkhead" *DBDs*: "Fork\_head"]; Foxf2[*gene ID*: "ENSMUSG00000038402" *species*: "Mus musculus" *TF status*: "inferred" *TF family*: "Forkhead" *DBDs*: "Fork\_head"]; Foxi1[*gene ID*: "ENSMUSG00000047861" *species*: "Mus musculus" *TF status*: "inferred" *TF family*: "Forkhead" *DBDs*: "Fork\_head"]; Foxi2[*gene ID*: "ENSMUSG00000048377" *species*: "Mus musculus" *TF status*: "inferred" *TF family*: "Forkhead" *DBDs*: "Fork\_head"]; Foxi3[*gene ID*: "ENSMUSG00000055874" *species*: "Mus musculus" *TF status*: "inferred" *TF family*: "Forkhead" *DBDs*: "Fork\_head"]; Foxk2[*gene ID*: "ENSMUSG00000039275" *species*: "Mus musculus" *TF status*: "inferred" *TF family*: "Forkhead" *DBDs*: "Fork\_head"]; Foxl2[*gene ID*: "ENSMUSG00000050397" *species*: "Mus musculus" *TF status*: "inferred" *TF family*: "Forkhead" *DBDs*: "Fork\_head"]; Foxq1[*gene ID*: "ENSMUSG00000038415" *species*: "Mus musculus" *TF status*: "inferred" *TF family*: "Forkhead" *DBDs*: "Fork\_head"]; Foxs1[*gene ID*: "ENSMUSG00000074676" *species*: "Mus musculus" *TF status*: "inferred" *TF family*: "Forkhead" *DBDs*: "Fork\_head"]; KIAA0415[*gene ID*: "ENSG00000242802" *species*: "Homo sapiens" *TF status*: "inferred" *TF family*: "Forkhead" *DBDs*: "Fork\_head"]; Mnf[*gene ID*: "FBgn0036134" *species*: "Drosophila melanogaster" *TF status*: "inferred" *TF family*: "Forkhead" *DBDs*: "Fork\_head"]; fd59A[*gene ID*: "FBgn0004896" *species*: "Drosophila melanogaster" *TF status*: "inferred" *TF family*: "Forkhead" *DBDs*: "Fork\_head"]; fd96Ca[*gene ID*: "FBgn0004897" *species*: "Drosophila melanogaster" *TF status*: "inferred" *TF family*: "Forkhead" *DBDs*: "Fork\_head"]; fd96Cb[*gene ID*: "FBgn0004898" *species*: "Drosophila melanogaster" *TF status*: "inferred" *TF family*: "Forkhead" *DBDs*: "Fork\_head"]

# Supplementary material for: Chromatin accessibility and regulatory vocabulary across indicine cattle tissues
**Source:** Genome Biol. 2021 Sep 21;22:273. doi: 10.1186/s13059-021-02489-7
**Supplement:** Supplementary file 12 — Additional file 12. Enriched regulatory features in muscle-specific peaks according to i-cisTarget online tool [68].

i-cisTarget

An integrative genomics method for the prediction of regulatory features and cis-regulatory modules.

Parameters and statistics for muscle

AUC distribution

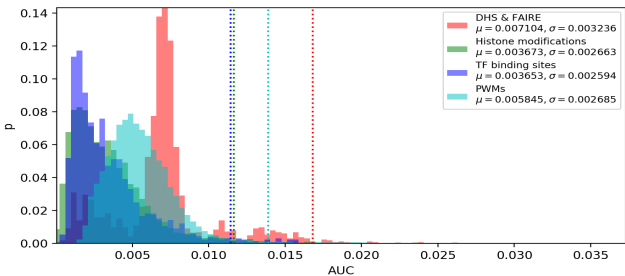

Recovery of best feature

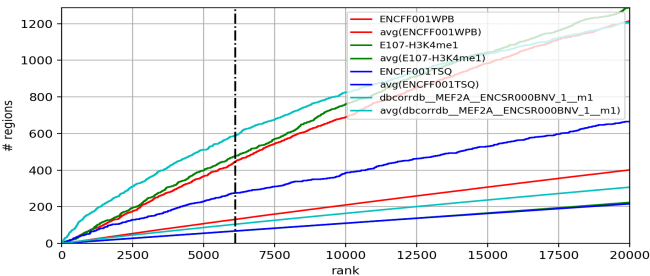

Results for muscle

Select features in the table below, select an operation and 

proceed

.

- ☐

 Use candidate target regions as **filter** and use as input for i-cisTarget again.
- ☐

**Scan** candidate target regions of selected features for 

multiple homotypic

 CRMs.
- ☐

**Create SIF file** for the selected features.

This report is also available as an **archive**.

file:///C:/Users/ale096/OneDrive - CSIRO/Documents/Projects ongoing/ATA-Seq Marina/Pamela/MotifEnrichment/i-cisTarget muscle/icistarget/repor... 4/39

file:///C:/Users/ale096/OneDrive - CSIRO/Documents/Projects ongoing/ATA-Seq Marina/Pamela/MotifEnrichment/i-cisTarget muscle/icistarget/repor... 6/39

# Supplementary material for: Chromatin accessibility and regulatory vocabulary across indicine cattle tissues
**Source:** Genome Biol. 2021 Sep 21;22:273. doi: 10.1186/s13059-021-02489-7
**Supplement:** Supplementary file 14 — Additional file 14. Enriched regulatory features in hypothalamus-specific peaks according to i-cisTarget online tool [68].

# i-cisTarget

An integrative genomics method for the prediction of regulatory features and cis-regulatory modules.

## Parameters and statistics for hypo

AUC distribution

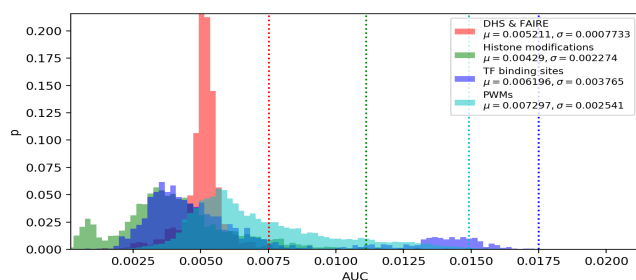

Recovery of best feature

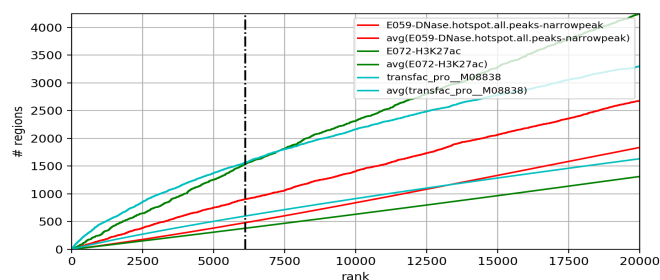

## Results for hypo

Select features in the table below, select an operation and [proceed](#).

- ☐ Use candidate target regions as **filter** and use as input for i-cisTarget again.
- ☐ **Scan** candidate target regions of selected features for [multiple homotypic](#) CRMs.
- ☐ **Create SIF file** for the selected features.

This report is also available as an [archive](#).

For some databases, randomly generated features were enriched. Also, non-random features in these same databases that have a lower enrichment than the first randomly generated feature were removed from the report. The involved databases and their adjusted NES thresholds are: TF binding sites (3.00000).

How the deposited data were processed for this re-analysis (not part of the article)

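ATAC-seq of hypothalamus, muscle, and liver from 3 Brahman heifers was analyzed from the deposited consensus peak lists, 1 list per tissue. The authors aligned reads to ARS-UCD1.2 with HISAT2 and called peaks with Genrich, removing PCR duplicates and leaving out the mitochondrial chromosome, with replicates analyzed separately and then combined by Fisher's method. The signal of each deposited peak is the area under the curve (AUC) of the combined −log10 p above the threshold, computed by the authors and not scaled between tissues. The −log10 p at the summit was combined over the heifers by the authors and not corrected for multiple tests. Neither value was scaled between lists. Ranks and percentiles were taken within each list, and those of one-to-one overlapping peaks were compared between lists. Constitutive regions were ranked by the lowest summit −log10 p over the lists. AUC per bp was an alternative to the summit, and AUC was drawn as its log10.

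The lists were read as deposited, with starts counted from 0 and printed from 1. Overlaps were computed with bedtools 2.31.1 on lists sorted by coordinate, with 1 bp as the smallest overlap. Peaks with no overlap in the other tissues were tissue-specific, and intervals covered in all 3 were constitutive. Shares were given Wilson 95% intervals, and differences in median summit −log10 p were given intervals from 1000 bootstrap draws and compared with 10000 random lists of the same size. The calculations used python 3.11.15, numpy 2.4.6, pandas 2.3.3, and scipy 1.17.1, and plots used matplotlib 3.10.9. Tested on simulated data, the code recovered 7 of 7 planted counts over 9980 loci, and the Wilson interval covered the true share in 94.8% of 1200 draws. Each simulated locus held a single peak of the same length in each tissue present. Merged peaks, small overlaps, and unsorted lists were not simulated.

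Genomic features, nearest genes, gene lists of enriched terms, predicted targets, indicine-specific marks, and sweep peaks were taken from the authors' supplementary files for the parts analyzed here, and joined to the lists by name or coordinate. All annotated peaks were found in the lists with the same mark as tissue-specific. TSS positions came from the same annotation, and peaks were placed at random 100 times on the annotated part. The covered share of the genome used the sequence spanned by peaks as its length. Hypergeometric p values were computed again from the authors' counts. Depth and alignment counts are the authors' for each of the 9 libraries. The mean share of secondary alignments was compared between liver and hypothalamus by an exact two-sided permutation test, and within heifers by an exact two-sided sign-flip test.

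The sites named in the text were chosen by a rule set in advance. They are every gene the paper names, with the sweep peaks next to one, the 3 tissue-specific peaks with the largest AUC on chromosomes in each tissue, the 3 target peaks with the highest score for each factor, and the 3 constitutive regions with the highest lowest summit −log10 p over all sequences. Others are said to be named after their values were seen. All 39 results were recomputed with a stricter summit, and as they apply with chromosomes only, equal numbers of peaks, other rules for overlap, 200 bp around the summit, another distance to a TSS, and peak midpoints. RNA-seq, the motif discovery, and the taurine peaks were not used here, and the hypothalamus marks of indicine-specific peaks were not analyzed here. No test between tissues was made on peaks, since the lists hold no value for a single heifer, and intervals cover counting error only.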

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

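The test of AUC ranks and both tests of secondary alignments were chosen only after the result was seen, while the test of Spearman's rho was written before its value was computed.

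Signal appeared on unplaced sequences, which the paper's counts by chromosome leave out. The number of peaks there was 7500 in hypothalamus, 9621 in muscle, and 10228 in liver, and these peaks held 8.86%, 37.7%, and 64.9% of the summed AUC of their own list. Each such peak passed the lowest AUC that the peak caller kept. The sums move with how much was called, and the covered length on unplaced sequences was 4.69 Mb, 6.24 Mb, and 6.71 Mb in the same order.

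A candidate explanation is the same repeated sequence covered in every tissue. Spearman's rho of AUC across one-to-one overlapping liver and hypothalamus peaks was 0.870 over 5645 pairs on unplaced sequences and 0.475 over 8894 pairs on chromosomes, a difference of 0.395, as this explanation foresees. Overlap gave a mixed picture. On unplaced sequences, 95.6% of hypothalamus, 67.5% of muscle, and 62.3% of liver peaks overlapped a peak in both other tissues, against 12.9%, 30.4%, and 79.3% on chromosomes, and 1275 of the 2213 liver-specific peaks were unplaced, so part of the unplaced liver peaks were not covered in every tissue. The correlation is across peaks, which are not independent replicates. A further explanation is reads that align to several places. The share of secondary alignments was higher in all 3 liver libraries than in all 3 hypothalamus libraries, with p = 0.1 in an exact two-sided permutation test, the smallest p that 3 against 3 libraries allow. Paired within heifers, the share was higher in liver by 4.40, 14.1, and 10.5 points, with a mean of 9.70 ± 4.93 (SD, n = 3 heifers) and p = 0.25 in an exact two-sided sign-flip permutation test, the smallest p that 3 pairs allow. With each heifer left out in turn, the mean was between 7.47 and 12.3 points. The mean share in muscle was close to that in liver, 32.0% ± 1.90 against 34.0% ± 1.98 (SD, n = 3 each). Liver was below muscle in heifer 2047 (31.8% against 33.6%). It was above muscle in heifers 2054 (35.6% against 32.4%) and 2057 (34.7% against 29.9%). Liver was not tested against muscle. Lower enrichment of the liver libraries was weighed by ranks within each list. From hypothalamus to liver, the AUC percentile of one-to-one overlapping peaks rose by a median of 25.6 points on unplaced sequences and fell by 34.2 points on chromosomes, a gap of 59.9 points. Percentiles depend on what else a list holds, so this gap does not show which peaks moved. The pattern cannot be told apart from lower enrichment or from reads that align to several places, and the biological explanation, a difference between the tissues, was not tested apart from these.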

How the results depend on the processing

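The alternatives named here were set before the data were examined, except for a summit −log10 p of at least 5, the common part of chromosome 1, equal numbers on chromosomes, either equal number on the common part of chromosome 1, and the order of the deposited lists, which were chosen after seeing the data. Over 39 results and 197 comparisons, 91 stayed within their interval, or within 1.5 times for counts and covered shares, and 106 were counted as moved further. The 106 include the 3 comparisons with AUC per bp, whose size cannot be set against these intervals. Only the 9 comparisons of the difference in median summit −log10 p have a sign that can reverse, and 0 of them did. The order of the tissues did change with equal numbers of peaks. All 36 results recomputed with a summit −log10 p of at least 3 stayed, but this limit left 22249 of the 22291 liver peaks and could move little. The 7 results recomputed from peak midpoints also stayed. With AUC per bp in place of the summit −log10 p, which is in another unit and can be compared in direction only, the difference between specific and shared peaks was −1.40 in hypothalamus, −0.502 in muscle, and −0.586 in liver. Wherever a value moved, the cause was not tested.

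With a summit −log10 p of at least 5, the number of peaks was 50540 in hypothalamus, 22746 in muscle, and 11500 in liver, and the mean length was 1068 bp in hypothalamus, 832 bp in muscle, and 788 bp in liver. Peaks on chromosomes 1 to 29 and X made up 89.8% in hypothalamus, 70.7% in muscle, and 39.5% in liver, and liver peaks covered 0.338% of the sequence. Tissue-specific peaks numbered 34854 in hypothalamus, 5148 in muscle, and 877 in liver, and constitutive regions numbered 9155. The share within 3 kb of a TSS was 18.3% in hypothalamus, 36.9% in muscle, 61.3% in liver, 8.55% of hypothalamus-specific peaks, 3.70% of liver-specific peaks, and 68.1% of constitutive regions. The distal intergenic share was 44.9% in muscle, 34.3% in liver, 62.2% of muscle-specific peaks, 88.9% of liver-specific peaks, and 28.4% of constitutive regions. The difference in median summit −log10 p between specific and shared peaks was −5.80 in hypothalamus and −1.44 in liver. The liver-specific share of HNF4 targets was 100% of 1 peak, the peaks open in all tissues made up 50% of indicine-specific liver peaks and 30.9% of indicine-specific muscle peaks, and 15 sweep peaks were left.

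With the strongest 22291 peaks by summit −log10 p in each tissue, the mean length was 1642 bp in hypothalamus and 838 bp in muscle, and peaks on chromosomes 1 to 29 and X made up 91.6% in hypothalamus and 70.6% in muscle. Tissue-specific peaks numbered 10680 in hypothalamus, 5457 in muscle, and 6311 in liver, and constitutive regions 9622. The share within 3 kb of a TSS was 34.0% in hypothalamus, 37.4% in muscle, 9.77% of hypothalamus-specific peaks, 7.07% of muscle-specific peaks, and 70.4% of constitutive regions. The distal intergenic share was 48.2% in hypothalamus, 44.3% in muscle, 58.7% of muscle-specific peaks, and 25.4% of constitutive regions. With the largest 22291 by AUC, tissue-specific peaks numbered 10581 in hypothalamus, 5880 in muscle, and 7241 in liver, and constitutive regions 9484. Hypothalamus had the most tissue-specific peaks under both settings, but liver had more than muscle, against the order with all peaks.

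With equal numbers of peaks on chromosomes, the share within 3 kb of a TSS was 46.5% in hypothalamus, 43.2% in muscle, 10.6% of hypothalamus-specific peaks, 8.78% of muscle-specific peaks, 18.9% of liver-specific peaks, and 73.2% of constitutive regions. Hypothalamus then ranked above muscle, with overlapping intervals. The distal intergenic share was 39.9% in hypothalamus, 39.7% in muscle, 54.2% of muscle-specific peaks, 68.7% of liver-specific peaks, and 23.8% of constitutive regions. On the common part of chromosome 1, the share within 3 kb of a TSS was 28.0% in muscle, 40.9% in liver, 6.71% of muscle-specific peaks, 3.17% of liver-specific peaks, and 56.7% of constitutive regions. The distal intergenic share was 53.5% in liver, 60.4% of muscle-specific peaks, 90.5% of liver-specific peaks, and 37.7% of constitutive regions. Also on that part, the share within 3 kb of a TSS was 34.0% in hypothalamus, 38.2% in muscle, and 40.9% in liver with the strongest 22291 peaks, and 46.5% in hypothalamus, 43.7% in muscle, and 40.9% in liver with equal numbers on chromosomes. With promoters limited to 1 kb, the share near a TSS was 11.0% in hypothalamus, 22.8% in muscle, 48.74% in liver, 3.06% of hypothalamus-specific peaks, 2.69% of muscle-specific peaks, and 59.0% of constitutive regions.

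On chromosomes 1 to 29 and X alone, liver had 12063 peaks, the mean length was 858 bp in hypothalamus and 617 bp in liver, liver peaks covered 0.284% of the sequence, 938 peaks were liver-specific, and 9803 regions were constitutive. The difference in median summit −log10 p was −6.50 in hypothalamus, −1.17 in muscle, and −0.956 in liver. With a peak within 1 kb counted as shared, 1278 peaks were liver-specific, 81.5% of HNF4 and 88.0% of MEF2 targets were tissue-specific, and 51.6% of indicine-specific liver and 22.4% of indicine-specific muscle peaks were open in all tissues. With 200 bp around the summit in place of the peak, 3905 peaks were liver-specific, and 28.1% of indicine-specific liver and 11.6% of indicine-specific muscle peaks were open in all tissues. With an overlap of at least 50%, 100% of SOX targets were hypothalamus-specific and 31.6% of indicine-specific liver peaks were open in all tissues.

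The alternatives with all annotated transcripts, for 14 results, and with peak midpoints for the distal intergenic share, for 7 results, were not run, because the features used here are the authors' assignments. For the results from the peak lists, no paired analysis was possible because each list was called over the 3 heifers of a tissue together and holds no value for a single heifer. For the same reason no heifer was left out of these results in turn. The size of the annotated part limits the shares by feature, above all for the 159 liver-specific peaks. The strength of the peaks limits the sweep and HNF4 results, since most of these peaks had a summit −log10 p under 5.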

Differences from the paper's values

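For muscle-specific peaks, 4.80% lay within 3 kb of a TSS, against the paper's 7.56%. Of the alternatives set before the data were examined, equal numbers of peaks by summit −log10 p gave 7.07% and came within 1.5 times the paper's value. A summit −log10 p of at least 3 (4.81%), a distance of 1 kb (2.69%), and peak midpoints (4.795%) did not. The common part of chromosome 1 (6.71%), equal numbers on chromosomes (8.78%), and a summit −log10 p of at least 5 (5.57%), all chosen after seeing the values, also came within 1.5 times. The share here covers chromosomes 1 and 2 up to 72.6 Mb only.

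For indicine-specific muscle peaks, 6.53% lay in promoters, against the paper's 12%. The share here covers 398 peaks up to 18.5 Mb of chromosome 3, and no alternative was set for it.

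The number of constitutive regions was 17118, against the paper's 11983. Taking the lists in their deposited order, a setting chosen after seeing the values, gave 11983. For hypothalamus peaks within 3 kb of a TSS, the share was 14.0% against the paper's 18.07%. The share here covers chromosome 1 up to 97.0 Mb only, a smaller part of the genome than the paper's. A summit −log10 p of at least 5, chosen after seeing the values, gave 18.3% on that part, which does not show why the values differ. The other settings gave 34.0% (equal numbers), 46.5% (equal numbers on chromosomes), 14.0% (summit of at least 3), 13.4% (midpoints), and 11.0% (1 kb). For constitutive regions near a TSS, the share was 62.8% against the paper's 59.37%. The share here covers chromosomes 1 to 5 up to 109 Mb of the last only. A distance of 1 kb, which is not the paper's 3 kb, gave 59.0%, which does not show why the values differ. The other settings gave 56.7% (common part of chromosome 1), 62.7% (midpoints), 62.9% (summit of at least 3), 68.1% (at least 5), 70.4% (equal numbers), and 73.2% (equal numbers on chromosomes). The highest score of an HNF4 target was 18.5, against the paper's 12.5, which was the score of the peak ranked next.

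The paper ranks promoters after distal intergenic regions for its called peaks. In the annotated part of the hypothalamus list, introns (24.0%) ranked ahead of promoters (14.0%), and in the annotated part of the liver list promoters (51.8%) ranked ahead of distal intergenic regions (40.8%). On the common part of chromosome 1, chosen after seeing the data, the liver order was the paper's. There 53.5% of 342 liver peaks were distal intergenic and 40.9% were within 3 kb of a TSS. The paper's text gives adjusted p values for positive chemotaxis and RNA processing that equal the unadjusted p in its supplementary table, where the adjusted p is 0.00244 for positive chemotaxis and 5.12e-07 for RNA processing. For protein catabolic process the text gives a value that is neither the unadjusted p (2.14e-06) nor the adjusted p (2.31e-04) of that table. The paper's text counts binding sites of MEF2, and its list as analyzed here held 660 entries for 659 peaks, fewer than the text gives.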

Other observations

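The tests of peak length for HNF4, MEF2, and SOX targets and the test with equal numbers of peaks were written before their values were computed, and the other tests here were chosen only after the result was seen.

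The hypothalamus list was the longest and the liver list the shortest. The 3 hypothalamus libraries held 91.0% as many properly paired reads as the 3 liver libraries, so deeper sequencing of the hypothalamus does not account for the order. Enrichment per library was not tested, and the order of the lists cannot be told apart from it.

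The share of peaks near a TSS fell with the number of peaks. One candidate explanation is that the weaker peaks of the longer lists lie away from TSS. With equal numbers of peaks over all sequences, the hypothalamus share was 34.0% against 51.8% in liver, a ratio above the limit of 1.5 set for this test. These shares come from different parts of the genome, so the test does not decide. On the same part of chromosome 1, the liver share was 1.21 times the hypothalamus share with equal numbers of peaks, and 2.92 times with all peaks. With equal numbers on the chromosomes, the hypothalamus share was 46.5%, and on the same part the liver share was 0.880 times as high. The number of peaks may account for much of the difference between hypothalamus and liver, as a hypothesis only, since the comparisons on the same part were made after the other results.

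The number of constitutive regions changed with the order of the sequences. In the deposited order the lists gave 11983 regions, the paper's number, and the same number on chromosomes as the sorted lists. The mean length of the regions in that order was 578 bp, also the paper's value, against 595 bp with sorted lists. The difference in number lies on unplaced sequences, with 2180 regions in the deposited order and 7315 with sorted lists. The number and the mean length both point to the order of the sequences as the source of the difference. The paper does not state the order it used.

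Indicine-specific liver peaks gathered in few windows of 1 Mb. The 20 windows richest in them held 913 (45.7%), while the highest count in 1000 permutations of the marks over the liver peaks was 262, with a median of 227. Repeated sequence at the chromosome starts was weighed in the first Mb of the autosomes. There the AUC percentile of one-to-one overlapping peaks changed from hypothalamus to liver by a median of 21.9 points over 424 pairs, nearer to the change on unplaced sequences (25.6) than to that on the rest of the autosomes (−36.0). Spearman's rho of AUC went the other way. It was 0.463 in the first Mb and 0.572 on the rest of the autosomes, a difference of −0.109, while repeated sequence covered alike in the tissues foresees a closer correlation. The rank change and the correlation point in different directions, no interval was computed for the latter, and the pairs mix indicine-specific and other peaks, so these tests do not decide on this explanation. Over the 720 of 1999 indicine-specific liver peaks that pair with a single hypothalamus peak, which itself overlaps no other liver peak, the change was 21.7 points, against −36.5 over the other liver peaks of the part. It was 28.1 points over the 263 in the first Mb of the autosomes, 27.6 points over the 65 on chromosome X, and 13.2 points over the 392 on the rest of the autosomes, with quartiles of −27.3 and 29.0. In muscle the change was 12.7 points over 74 indicine-specific peaks, against −13.8 over the others and 18.4 on unplaced sequences. It was 18.7 points over the 35 in the first Mb and −9.87 points over the 39 on the rest of the autosomes, which is close to the other muscle peaks. A rank change of the kind found on unplaced sequences may thus hold for the first Mb and, in liver, for chromosome X, and is mixed or absent elsewhere. Indicine-specific peaks outside such one-to-one pairs were not tested. On chromosome X, 100% of the 13 windows with at least 5 liver peaks had a share above the autosomal share, against 18.4% of 767 autosomal windows. This may reflect the comparison of females with males, as all peaks of the taurine data come from males. A difference between the subspecies cannot be told apart from these explanations.

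The 3 liver peaks of the chromosome 5 sweep were longer than most liver peaks of the same summit. This length was not particular to liver. Within their own lists, the 6 shared hypothalamus peaks lay at length percentiles of 79.0 to 99.7 among peaks of the same summit. The 6 muscle peaks lay at 55.1 to 99.8. The median AUC percentile of the 3 liver peaks was 52.3 points above that of the 6 shared hypothalamus peaks, and that of the 6 muscle peaks was 35.6 points above it. Neither difference tests the explanation by more copies of the segment in these animals than in the assembly. A long liver peak is set against the shorter hypothalamus peaks it spans, as the liver peak of 6365 bp near MIR763 is against peaks of 721, 1803, and 2353 bp, and AUC grows with length, so the merging of peaks alone raises the value. The pattern cannot be told apart from more copies, from merged peaks, or from a biological difference in the openness of the segment.

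Target peaks of HNF4, MEF2, and SOX were compared with other tissue-specific peaks of the same length. The median summit −log10 p of the target peaks lay at percentile 99.6 of 10000 length-matched lists for HNF4, 100 for MEF2, and 100 for SOX. Length alone therefore does not account for the strength of these target peaks. For SOX this covers only the 225 peaks of the analyzed part of the target list. Without matching on length, HNF4 targets lay at percentile 89.3, inside the range that chance gives. Conversion to the human genome and back, which every target peak passed, was not tested, so the pattern cannot be told apart from a difference in conserved sequence.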
